# Computational Modeling of Macrophage Iron Sequestration during Host Defense against Aspergillus

**DOI:** 10.1128/msphere.00074-22

**Published:** 2022-07-12

**Authors:** Bandita Adhikari, Yogesh Scindia, Luis Sordo Vieira, Henrique de Assis Lopes Ribeiro, Joseph Masison, Ning Yang, Luis L. Fonseca, Matthew Wheeler, Adam C. Knapp, Yu Mei, Brian Helba, Carl Atkinson, Will Schroeder, Borna Mehrad, Reinhard Laubenbacher

**Keywords:** iron regulation, *Aspergillus fumigatus*, macrophage, mathematical model

## Abstract

Iron is essential to the virulence of Aspergillus species, and restricting iron availability is a critical mechanism of antimicrobial host defense. Macrophages recruited to the site of infection are at the crux of this process, employing multiple intersecting mechanisms to orchestrate iron sequestration from pathogens. To gain an integrated understanding of how this is achieved in aspergillosis, we generated a transcriptomic time series of the response of human monocyte-derived macrophages to Aspergillus and used this and the available literature to construct a mechanistic computational model of iron handling of macrophages during this infection. We found an overwhelming macrophage response beginning 2 to 4 h after exposure to the fungus, which included upregulated transcription of iron import proteins transferrin receptor-1, divalent metal transporter-1, and ZIP family transporters, and downregulated transcription of the iron exporter ferroportin. The computational model, based on a discrete dynamical systems framework, consisted of 21 3-state nodes, and was validated with additional experimental data that were not used in model generation. The model accurately captures the steady state and the trajectories of most of the quantitatively measured nodes. In the experimental data, we surprisingly found that transferrin receptor-1 upregulation preceded the induction of inflammatory cytokines, a feature that deviated from model predictions. Model simulations suggested that direct induction of transferrin receptor-1 (TfR1) after fungal recognition, independent of the iron regulatory protein-labile iron pool (IRP-LIP) system, explains this finding. We anticipate that this model will contribute to a quantitative understanding of iron regulation as a fundamental host defense mechanism during aspergillosis.

**IMPORTANCE** Invasive pulmonary aspergillosis is a major cause of death among immunosuppressed individuals despite the best available therapy. Depriving the pathogen of iron is an essential component of host defense in this infection, but the mechanisms by which the host achieves this are complex. To understand how recruited macrophages mediate iron deprivation during the infection, we developed and validated a mechanistic computational model that integrates the available information in the field. The insights provided by this approach can help in designing iron modulation therapies as anti-fungal treatments.

## INTRODUCTION

The incidence of invasive aspergillosis continues to grow in tandem with the increasing use of immunosuppressive therapies (1, 2). Despite advances in diagnosis and therapy, the mortality rate of invasive aspergillosis remains 30–60%, with most deaths occurring in patients on the best available therapy (3–5). The increasing prevalence of triazole resistance in this infection (6, 7) has raised the specter of a “perfect storm” due to a growing population of susceptible individuals with a diminished repertoire of treatment options (8).

Nutritional immunity, broadly defined as the restriction of essential nutrients from invading pathogens (9, 10), is an important component of antimicrobial host defenses (11, 12). The battle over iron represents the best-defined example of nutritional immunity (13–17) and is highly relevant to aspergillosis; iron overload is an independent risk factor for invasive aspergillosis (18), and iron acquisition is essential to virulence of Aspergillus species (19–21). The host sequestration of iron during the infection is implemented via multiple interrelated dynamic mechanisms, including cellular uptake of iron and heme, intracellular iron storage, and systemic suppression of iron availability, but the interplay of these host mechanisms during the infection is highly complex and poorly defined.

Tissue macrophages are central to local control of iron availability, both under homeostatic conditions and after tissue injury (22). At baseline, the normal lung of both mice and humans contain two populations of macrophages with different lineages: alveolar macrophages, which are yolk sac-derived, self-renewing, and long-lived cells residing on the luminal side of the epithelium (23); and monocyte-derived macrophages, which are short-lived and constantly replenished by circulating monocytes, residing on the abluminal side of the epithelium and referred to as interstitial macrophages under baseline conditions (24, 25). The monocyte-derived macrophage population greatly expands within hours of Aspergillus challenge due to CCR2-mediated recruitment of classical monocytes, which cross the epithelium, interact with swollen conidia and early germlings, and are essential to host defense against Aspergillus (26).

Mathematical modeling is a powerful tool for a principled integration of biological data and mechanisms, and the generation of novel hypotheses. While the response of activated macrophages to other lung infections has been studied using mathematical models (27–31), the published models do not address iron-related nutritional immunity in the setting of infection. Similarly, mathematical models of systemic iron regulation, macrophage iron-handling, and iron metabolism during erythropoiesis (32–34) are not specific to infections. Our group previously built a computational model of the competition of host immune cells and Aspergillus for access to iron during invasive infection (35), but this model did not include the intracellular handling of iron in macrophages in response to the infection. The focus of the current study is therefore to construct such a model and use it as a tool to integrate macrophage iron homeostasis upon contact with the fungus.

Here, we report the development of a novel mechanistic model of macrophage iron-handling during macrophage interaction with Aspergillus conidia that quantitatively captures the molecular events in macrophage iron regulatory pathways over time. We generated a longitudinal transcriptomics data set from human monocyte-derived macrophages infected with Aspergillus fumigatus conidia and used it, together with available information from the literature, to construct a mathematical model that integrates pathogen recognition, transcriptional and posttranscriptional regulation, and autocrine/paracrine feedback loops influencing macrophage iron import, export, and storage. We validated this model with independent experimental data. The model was found to reproduce the dynamic changes in macrophage iron handling that were observed experimentally, which work in concert to limit the extracellular iron pool.

## RESULTS

### Transcriptomic analysis of macrophage-Aspergillus interaction shows activation of major innate immune pathways, including iron regulation.

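Macrophages of 6 donors were incubated alone or with conidia, and 1 RNA library per donor was sequenced from uninfected cells at 0 h and from uninfected and infected cells at 2, 4, 6 and 8 h. The authors trimmed the reads, aligned them with STAR to the human genome (Ensembl GRCh38) and deposited the number of reads counted on each annotated gene in each of the 54 libraries, without normalization. The values here use the column of counts for reverse strandedness, as the paper's methods state. STAR counted a read only where it aligned to 1 place, so that reads shared with a near-identical copy, such as the pseudogenes of the ferritin genes, are missing from the counts of both. Between 3.42% and 8.47% of the reads of a library aligned to several places, and between 1.16% and 3.13% aligned nowhere. Between 27589067 and 67113879 reads per library were counted on genes, with a median of 41467602. By condition, the median over the 5 donors described next lay between 33115186 in uninfected cells at 4 h and 46104221 in uninfected cells at 2 h.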

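The paper left out the samples of 1 donor, which its text does not number, because they formed a separate cluster in a PCA of all samples and responded little to the fungus. The libraries were given the donor numbers 1 to 6 from the leading digit of their sample names. Over all 54 libraries, principal components of the 500 most variable genes after variance stabilizing transformation explained 38.5% (PC1) and 20.9% (PC2) of the variance, but PC1 did not set the 9 libraries of any donor apart from all others. Of the 6 possible omissions, only that of donor 3 brought the numbers of upregulated and downregulated genes at 4, 6 and 8 h, by DESeq2's Wald test, within 10% of Fig. 1A. The values here are therefore those of donors 1, 2, 4, 5 and 6 (45 libraries) unless all 6 donors are named. That donor 3 is the donor the paper left out is an inference from these counts. Genes with at least 10 counts in at least 5 libraries, 17465 of them, were tested with edgeR's quasi-likelihood test after TMM normalization, in 1 model over the 45 libraries with a term for each condition and each donor, and p-values were adjusted over these genes by the Benjamini-Hochberg method. Genes were called differentially expressed at the limits of the paper, an adjusted p under 0.001 and a log2 fold change of at least 0.5 in either direction. Single genes of the paper's model, set tests and tests of a change of effect were called at an adjusted p under 0.05. Expression is given as CPM. The mean CPM of a gene in a condition uses normalized library totals, so that it differs from the plain share of reads. For NOS2, lists of marker genes and counting errors, CPM refers to the totals as counted. Coordinates are those of GENCODE release 29 on GRCh38, an older release of the annotation than the paper's.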

We began with a time series experiment to measure the transcriptional landscape of human monocyte-derived macrophages that were incubated alone or with A. fumigatus conidia over 8 h. 

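At 2 h, 0 of the 17465 genes were differentially expressed between infected and uninfected macrophages by edgeR and 1 by DESeq2, while 1144 had an unadjusted p under 0.05, where chance gives 873. At 4 h, 22 genes were differentially expressed, 19 up and 3 down. At 6 h there were 200, 156 up and 44 down, and at 8 h 1363, 621 up and 742 down. DESeq2's Wald test with the same terms gave 184, 830 and 2129 genes at 4, 6 and 8 h. At an adjusted p of 0.05 the counts were 769, 2364 and 4229, which as a ratio moved that of 4 h most. Without the donor term, edgeR called 0 genes at 4 h, where 3920 had an unadjusted p under 0.05 with the term, 15 at 6 h and 617 at 8 h. With each donor left out in turn, the counts ranged from 0 to 6 at 4 h, from 12 to 73 at 6 h and from 431 to 1044 at 8 h. Over all 6 donors edgeR called 0 genes at 4 h, 185 at 6 h and 422 at 8 h, and 2907 had an unadjusted p under 0.05 at 4 h. In 40 splits of the 10 libraries of a time point into groups of 5, the real one included, no other split gave as many genes at 4, 6 or 8 h. A direct test of the infection effect at 8 h against that at 4 h called 8 genes at an adjusted p of 0.05, and over all 6 donors 0, where 1210 genes had an unadjusted p under 0.05.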

We observed a time-dependent increase in the number of differentially expressed genes between macrophages incubated alone compared to those cocultured with A. fumigatus, beginning 4 h after incubation (Fig. 1A and B), consistent with the timing of shedding of the conidial rodlet layer and surface expression of the dectin-1 ligand (13), b-d-glucan (36). 

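At each time point, principal components were computed from the 500 most variable genes of the 10 libraries after variance stabilizing transformation, and PC1 was oriented so that the infected mean was the higher. At 2 h PC1 explained 36.4% and PC2 23.6% of the variance. PC1 there set apart the uninfected library of donor 4, at -45.6, while all others lay at -1.58 or higher. The infected library lay higher on PC1 than the uninfected library of the same donor in 4 of 5 donors (exact two-sided sign-flip permutation test, p = 0.50). At 4 h PC1 explained 40.5% and PC2 18.5%, and the infected library was the higher in 4 of 5 donors (same exact test, p = 0.125). At 6 h, with 63.2% and 11.9%, it was the higher in 5 of 5 donors (same exact test, p = 0.063). Even so, the infected libraries, from -11.4 to 79.8, overlapped the uninfected ones, from -26.6 to 0.61. The score of 79.8 was that of donor 2, and the next infected library stood at 7.09. Without donor 2 PC1 explained 43.8% of the variance at 6 h. At 8 h, with 41.7% and 22.9%, the infected library was again the higher in 5 of 5 donors (same exact test, p = 0.063). The infected libraries, from 1.93 to 33.8, lay above all uninfected ones, from -34.9 to -11.9. With 5 donors 0.063 is the smallest p this test allows. The Benjamini-Hochberg adjusted values over the 4 time points were 0.50, 0.167, 0.125 and 0.125. Over all 6 donors the infected library was the higher in 6 of 6 donors at 6 h (exact p = 0.0313, adjusted 0.125) and in 5 of 6 at 8 h (exact p = 0.0938, adjusted 0.167). Infected and uninfected libraries then overlapped on PC1 at every time point. For its PCA the paper's results name the top 500 differentially expressed genes, while its methods name the top 500 variable genes. Its PC1 explained about 31%, 46%, 64% and 54% at 2, 4, 6 and 8 h (Fig. 1C, read by eye). These shares lie nearer to those of the variable genes of 5 donors above than to those that follow. On the 500 genes with the smallest p of the infection test, PC1 explained 45.4%, 81.3%, 80.6% and 85.0% of the variance at 2, 4, 6 and 8 h. The infected library was then the higher in 4 of 5 donors at 2 h (same exact test, p = 0.125) and in 5 of 5 at 4, 6 and 8 h (same exact test, p = 0.063 at each), and the groups overlapped at 2 h only. These genes were chosen by the infection effect in the same libraries, which favours their separation.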

Principal-component analysis of normalized read counts of the top 500 differentially expressed genes showed separation of infected and uninfected samples at 6 and 8-h time points (Fig. 1C).

**FIG 1:**
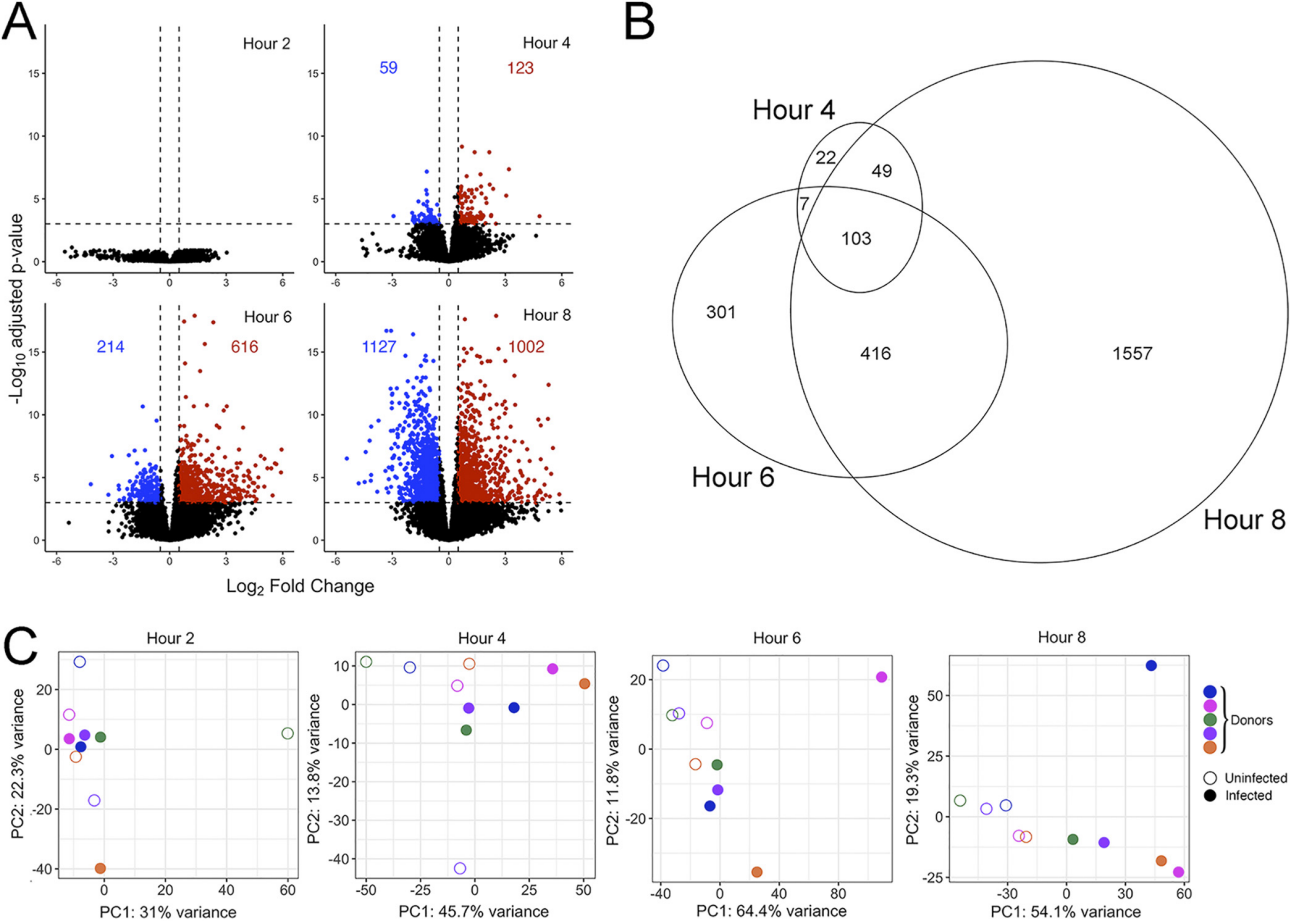
Differential expression analysis of macrophages infected with Aspergillus. (A and B) Volcano plots and Euler diagram of genes with |Log_2_ fold change| ≥ 0.5 differential expression in infected compared to uninfected macrophages with adjusted *P* value < 0.001. The number of differentially regulated genes is indicated in each panel. (C) Principal-component analysis plots of read counts of differentially expressed genes at each time point, after variance stabilizing transformation. Open and filled symbols indicate uninfected and infected cells, respectively, and the color of symbols denotes the donor.

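Of the 22 genes at 4 h, 21 were also differentially expressed at 8 h and 11 at 6 h, and 157 genes were differentially expressed at both 6 and 8 h. The 11 genes of 4 and 6 h were all among those of 8 h, so 11 genes were shared by the 3 time points. DESeq2 gave 104 shared genes. Leaving out 1 donor gave 0 to 4, and over all 6 donors there were 0. The largest changes are given among differentially expressed genes that moved in the same direction in all 5 donors. JAG1 (ENSG00000101384, chromosome 20, 10637684 to 10673999) rose most at 4 h, from 22.0 ± 16.8 to 198 ± 112 CPM (SD, n = 5), a log2 fold change of 3.16 (standard error 0.53, adjusted p = 0.000935 from edgeR). It was followed by AKR1C1 (2.34), part of whose reads may be lost to near-identical paralogs, and KANK1 (2.15), while FAM53B, FRAT2 and MIDEAS fell, with log2 fold changes of -1.22, -1.19 and -1.18. The largest rises at 6 h were those of C1S (4.88), F2RL2 (4.70) and GJB2 (3.81), and the largest falls those of PALD1 (-3.03), the processed pseudogene ENSG00000254877 (-2.69) and UNC5B (-2.19). C1S, F2RL2 and ENSG00000254877 had means under 3 CPM in both groups. The largest rises at 8 h were those of ANKRD22 (6.53), CCL15 (5.44) and F2RL2 (5.29), and the largest falls those of ENSG00000254877 (-5.23), TPPP3 (-4.62) and LINC01736 (-4.26). ANKRD22 stood at 8.42 ± 17.2 CPM in infected cells and 0.0292 ± 0.0217 CPM in uninfected cells (SD, n = 5), and the 3 genes that fell most were under 1 CPM in both groups. The rise of ANKRD22 rested largely on donor 2, without whom it was 4.11, below those of CCL15 (5.03) and F2RL2 (4.58), and over all 6 donors it was 4.44, again below theirs (5.26 and 4.90). That of GJB2 at 6 h was 2.48 without donor 2. At an adjusted p of 0.05, DESeq2 without the donor term no longer called AKR1C1 (adjusted p = 0.159), edgeR without the donor term no longer called AKR1C1 (adjusted p = 0.283) and UNC5B (0.0547), and a fit to the libraries of the compared groups alone no longer called GJB2 (0.0614) and PALD1 (0.0666).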

We next performed enrichment analysis of differentially expressed genes at 4, 6, and 8 h to obtain enriched Gene Ontology terms for biological processes, molecular functions and cellular components, and to identify related Reactome pathways. 

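The members of these terms are not among the deposited files, so a set of genes fixed by symbol was tested in their place. It holds the 45 annotated genes whose symbol begins with ATP6V0 or ATP6V1, the subunits of the vacuolar proton pump that acidifies phagosomes and endosomes, with their divergent and antisense transcripts. Of the 21 that passed the count filter, 15 were higher in infected cells at 4 h and 6 were lower, with a median log2 fold change of 0.25. Limma's camera test, with a preset correlation between genes of 0.01, gave p = 0.000119 for a shift of the set upward, or 0.000148 adjusted over the 5 set tests made. With the correlation estimated from the data camera gave p = 0.0105, and limma's fry test gave p = 7.92e-05. Camera is sensitive to correlation within a set: in 40 splits of the 10 libraries of 4 h into groups of 5, the real one included, 3 gave as small a p. At an adjusted p of 0.05 over all genes edgeR called 4 members up and 1 down, and 9 members when p-values were adjusted over the list alone. The 4 members called up were ATP6V1C1 (log2 fold change 0.96), ATP6V1B2 (0.69), ATP6V1D (0.66) and ATP6V1A (0.62), of which ATP6V1A alone passed the limits of the paper. The member with the largest change was ATP6V0D1-DT, a divergent transcript and not a subunit, at -1.37 (standard error 0.25, adjusted p = 0.00177 from edgeR, lower in 5 of 5 donors). It was no longer called over all 6 donors (-1.02, adjusted p = 0.0505) or in a fit to the libraries of the compared groups alone (-1.31, adjusted p = 0.0641).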

At 4 h, we observed gene sets enriched for biological processes relating to phagocytosis (such as “phagosome acidification,” “endocytosis,” and “regulation of intracellular pH”) and, notably, “transferrin transport” (Fig. 2A). Consistent with these observations, “transferrin endocytosis and recycling” and “ROS and RNS production in phagocytosis” pathways were enriched for Reactome analysis at 4 h (Fig. 2B). Differential genes at 6 and 8 h were enriched for Gene Ontology terms relating to multiple immune processes (e.g., “cellular response to lipopolysaccharides,” “response to tumor necrosis factor,” “cellular response to interleukin-1,” “neutrophil chemotaxis,” and “cell-cell signaling”; Fig. 2B and C) and iron transport processes (e.g., “transferrin transport” and “iron transport”). 

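In place of the annotated terms, the 44 genes named as CC, CXC, XC and CX3C chemokine ligands were tested as a set, 32 of which passed the count filter. At 6 h, 28 of them were higher and 4 lower in infected cells, with a median log2 fold change of 1.84 (limma's camera test, adjusted p = 2.03e-07 over the 5 set tests). At 8 h, 30 were higher and 2 lower, with a median of 3.04 (limma's camera test, adjusted p = 1.79e-10). Both calls held under fry (p = 0.000193 and 1.2e-07) and with the correlation between genes estimated from the data (p = 0.0266 and 0.00915). In 40 splits of the libraries, the real one included, 7 gave as small a camera p at 6 h and 4 at 8 h. At an adjusted p of 0.05 edgeR called 16 members up at 6 h and 22 at 8 h, or 17 and 27 adjusted over the list alone. Some members, such as CCL3L3 and CCL4L2, have near-identical copies, and their counts are uncertain. The member with the largest change was CCL17. CCL17 lay near the floor, with a median of 0.0281 CPM over all libraries. A list of 7 genes that includes it, picked after their values were seen, stood apart in single libraries of donor 1. The list summed to 221 CPM in uninfected cells at 6 h and to 1573 CPM in infected cells at 8 h. The log2 fold change of CCL17 was -10.6 at 6 h (standard error 4.12, adjusted p = 0.070 from edgeR) and 15.1 at 8 h (standard error 4.68, adjusted p = 0.0136 from edgeR). Single donors had the sign of the fit in 3 of 5 donors at 6 h and 4 of 5 at 8 h. At 8 h it was no longer called without the infected library of donor 1 (11.8, adjusted p = 0.106), without donor 1 (9.33, adjusted p = 0.189) or 2 (14.7, adjusted p = 0.0698), under limma voom (5.79, adjusted p = 0.233) or over all 6 donors (6.26, adjusted p = 0.0933). At 6 h, by contrast, it was called over all 6 donors (-9.33, adjusted p = 0.0489), without donor 4 (-9.90, adjusted p = 0.0411) or its uninfected library (-12.2, adjusted p = 0.0382). The same held without donor 5 (-11.0, adjusted p = 0.0480) or its uninfected library (-11.9, adjusted p = 0.0450). Other alternatives weakened it: it was -5.21 without donor 1 (adjusted p = 0.469), -5.34 by DESeq2 (0.166) and -3.71 under limma voom (0.494).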

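For NF-κB signaling the set was fixed as 12 genes, the 5 NF-κB subunits NFKB1, NFKB2, REL, RELA and RELB, the inhibitors NFKBIA, NFKBIB, NFKBID, NFKBIE and NFKBIZ, and BCL3 and TNFAIP3. All 12 had a higher value in infected cells at both 6 and 8 h, with median log2 fold changes of 0.49 and 0.87 (limma's camera test, adjusted p = 0.000354 and 8.38e-06 over the 5 set tests). Both calls held under fry (p = 0.00932 and 4.32e-05), and neither held with the correlation between genes estimated from the data (p = 0.142 and 0.0611). In 40 splits of the libraries of a time point, the real one included, 20 gave as small a camera p at 6 h and 5 at 8 h. At an adjusted p of 0.05 edgeR called 4 members at 6 h and 9 at 8 h, all up, or 6 and 11 adjusted over the list alone. TNFAIP3 changed most, with a log2 fold change of 1.57 at 6 h (standard error 0.40, adjusted p = 0.00733 from edgeR, higher in 4 of 5 donors) and 1.36 at 8 h (standard error 0.39, adjusted p = 0.0079 from edgeR, higher in 5 of 5). Its call at 6 h rested on donor 2: without the infected library of this donor the log2 fold change was 0.48 (adjusted p = 0.217), and without the donor 0.54 (adjusted p = 0.222). It was also lost in the fit to the libraries of the compared groups alone (1.06, adjusted p = 0.220). At 8 h the adjusted p was 0.0557 without donor 5 and 0.0707 without donor 6.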

Reactome pathways analysis further confirmed activation of immune pathways with the enrichment of “NF-κB signaling pathway,” “TNF signaling pathway,” “cytokine-cytokine receptor pathway,” and “chemokine signaling pathway” at 6 and 8 h (Fig. 2E and F). We also observed that the “Iron uptake and transport” pathway was enriched at 8 h, with 16 differentially regulated genes present in the pathway (Fig. 2F).

**FIG 2:**
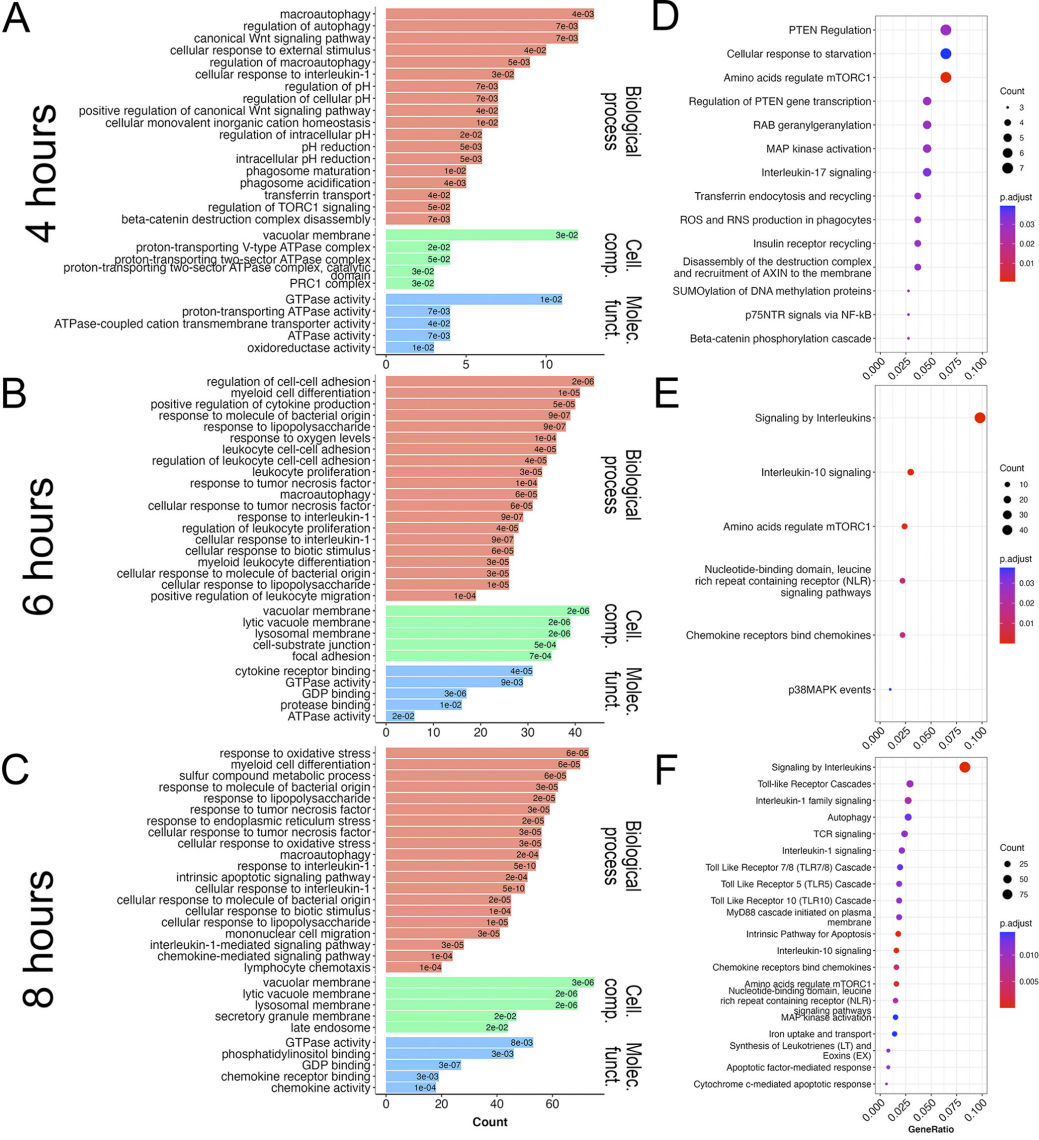
Enrichment analysis of differentially expressed genes in macrophages infected with Aspergillus. GO terms (A–C) and Reactome pathways (D–F) at 4, 6, and 8 h after infection, respectively. Enrichment analysis was performed with differentially expressed genes (adjusted *P* value <0.001 and |Log_2_ fold change| ≥ 0.5). Enriched terms for Gene ontology (top 20 for biological processes, and top 5 for cellular components and molecular functions) and Reactome pathways (top 20) are reported. Cell. comp., cellular component; GeneRatio, the ratio of the number of enriched genes in a given pathway to the total number of genes in that pathway; Molec. funct., molecular function.

We next focused on enrichment of iron-related genes. Using Gene Ontology and Reactome analyses, we observed pathways operational in iron regulation, including transferrin transport, iron transport, tumor necrosis factor (TNF)- and interleukin (IL)-1-signaling. Ingenuity Pathway Analysis (IPA) also indicated that, out of all “iron homeostasis” network molecules present in the IPA database, 26 genes involved in iron import/storage/export/transport pathways were differentially expressed. Unsupervised clustering of average expression data of iron-related genes obtained from AmiGO-2 revealed markedly different expression patterns for the 4, 6, and 8 h infected culture groups, compared to control and 2-h infected samples (Fig. 3). 

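Clustering was repeated on the 44 gene symbols printed in Fig. 3, from the medians over donors of the variance-stabilized values in the infected and uninfected groups at 2, 4, 6 and 8 h, with average linkage on Euclidean distances of row-centred values. The first division set the infected 4, 6 and 8 h groups, 3 in number, apart from the other 5. Over all 6 donors, on log2 CPM, and without donor 1, the division held the infected 6 and 8 h groups only, 2 in number, and without donor 6 the infected 8 h group alone, 1 in number. The median absolute log2 fold change over these genes was 0.32 at 2 h, 0.81 at 4 h, 1.04 at 6 h and 1.29 at 8 h. An absolute log2 fold change of 1 or more was reached by 6 of the 44 genes at 2 h, 10 at 4 h, 24 at 6 h and 37 at 8 h. The paper chose these genes as differentially regulated in the same samples.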

Overall, these data indicated early and robust activation of iron regulatory mechanisms in macrophages after fungal detection.

**FIG 3:**
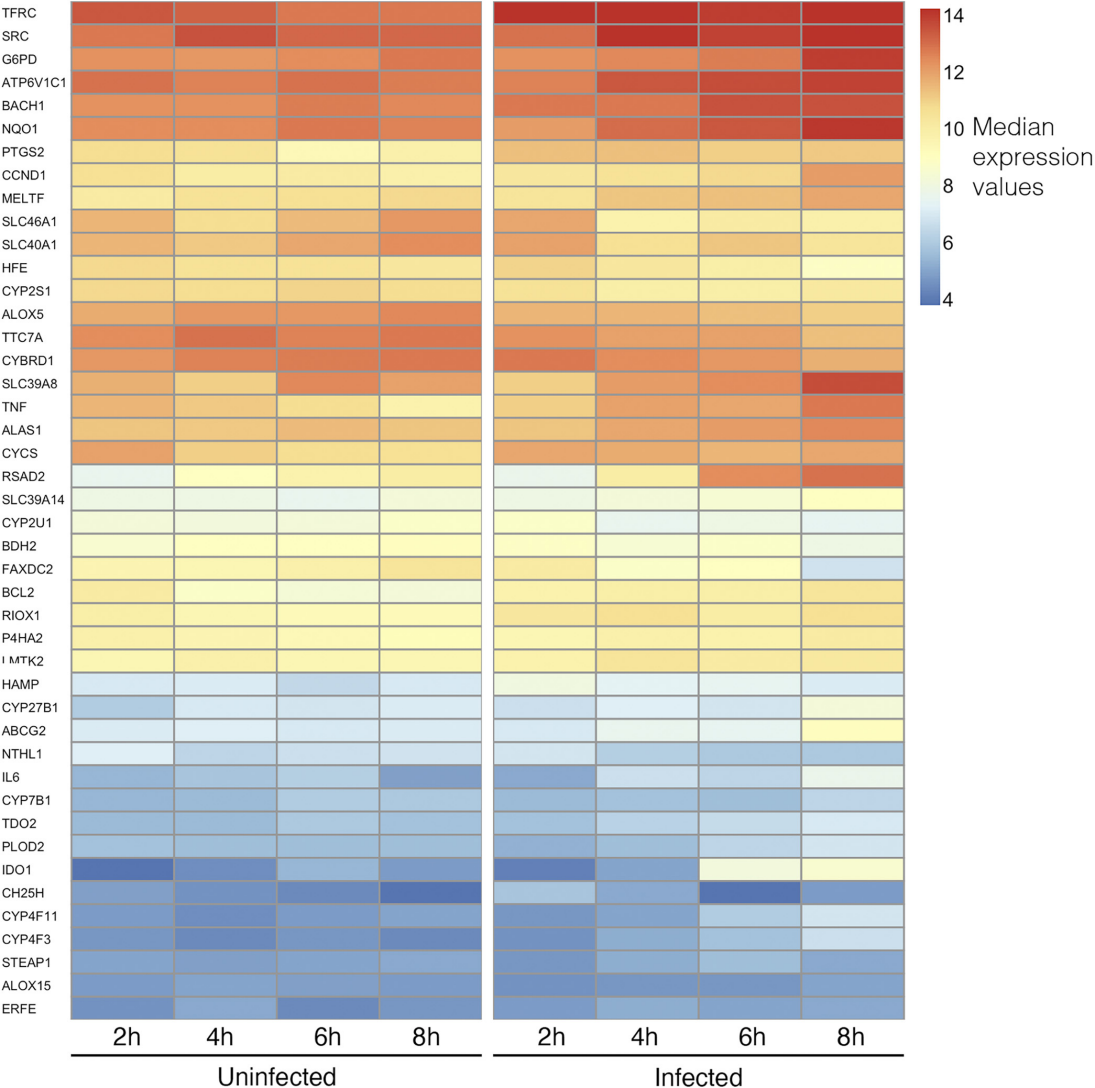
Heatmap of differentially regulated iron-associated genes after unsupervised clustering. Heatmap showing treatment groups on the *x* axis and differentially regulated iron-associated genes with a |Log_2_ fold change| ≥ 1 on the *y* axis. Each cell represents the median expression value of 5 biological replicates after variance stabilizing transformation on size factor normalized count data.

### Mathematical model of iron regulation in macrophages.

We next integrated the RNA-seq results above with known biology to construct a mathematical model of iron regulation in monocyte-derived macrophages during an encounter with Aspergillus conidia. We reviewed the literature on each of the iron-related genes identified in our data and assessed their relevance to iron regulation and handling during fungal infections. We then established a set of molecules to include in the model (Table 1), based on our data and known literature (described below and depicted in Fig. 4A). These molecules were incorporated into a static network (Fig. 4B), which formed the basis for a discrete dynamical model, with each node in the model taking on three possible discrete states, 0, 1, and 2. Hence, a model state is described as a vector of length 21 (the number of variables in the model), with entries 0, 1, or 2, representing different levels of each molecule. From a given initial state, the model evolves in discrete time steps by applying the regulatory rules in Table 2.

**FIG 4:**
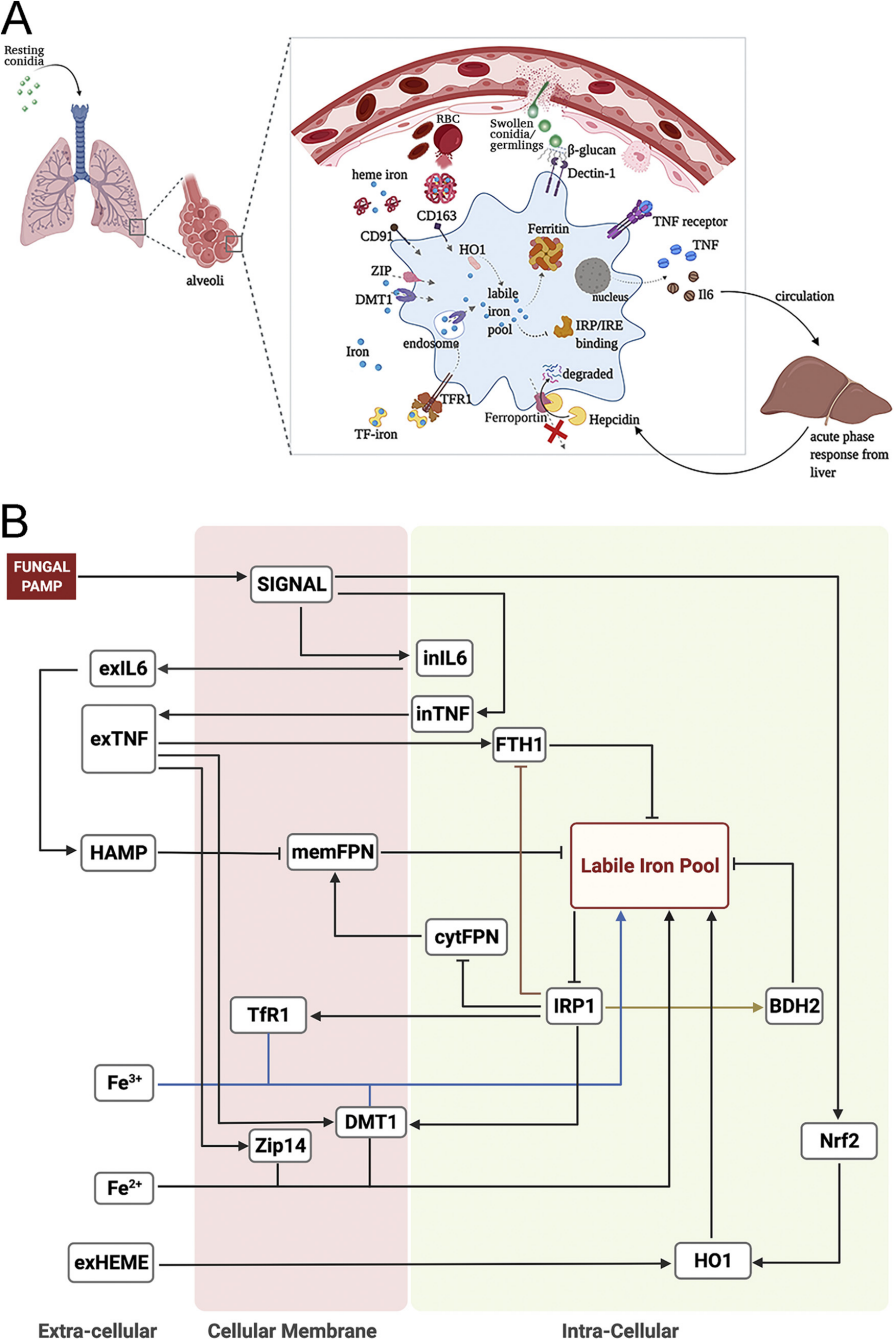
Computational model created with BioRender.com. (A) Diagrammatic representation of key processes in iron regulation in macrophages during invasive pulmonary aspergillosis. (B) Wiring diagram of macrophage iron regulation during invasive pulmonary aspergillosis (see Table 2 for references). Pointed arrows represent activation and blunt arrows represent inhibition. Some arrows are colored for better visualization. Extracellular, membrane, cytoplasm, and intracellular molecules are indicated by ex-, mem-, cyt-, and in- prefixes. BDH2, 3-hydroxybutyrate dehydrogenase-2; DMT1, divalent metal transporter-1; Fe^2+^, ferrous iron forms; Fe^3+^, ferric iron forms; FPN, ferroportin; FTH1, ferritin heavy-chain-1; HAMP, hepcidin; HO1, heme oxygenase-1; IL-6, interleukin-6; LIP, labile iron pool; IRP1, iron-regulatory protein-1; PAMP, pathogen-associated molecular pattern; TfR1, transferrin receptor-1; TNF, tumor necrosis factor; Zip14, zinc transporter-14.

**TABLE 1:** Biological description of variables and their possible states in the computational model

Node^*a*^	Name	Type	Location	Model states		
				0	1	2
BDH2	3-hydroxybutyrate dehydrogenase-2	Protein	Intracellular	Low expression	Normal	High expression
cytFPN	Cytoplasmic ferroportin	RNA	Intracellular	Low expression	Normal	High expression
DMT1	Divalent metal transporter-1	Protein, importer	Membrane	Low activity	Normal	High activity
exIL6	Interleukin-6	Cytokine	Extracellular	Low expression	Normal	High expression
exHeme	Heme	Compound, Molecule	Extracellular	Low concn	Normal	High concn
exTNF	Tumor necrosis factor	Cytokine	Extracellular	Low expression	Normal	High expression
Fe^2+^	Labile ferrous iron ions	Ion	Extracellular	Low concn	Normal	High concn
Fe^3+^	Transferrin-bound ferric iron ions	Ion	Extracellular	Low concn	Normal	High concn
FTH1	Ferritin heavy chain	Protein	Intracellular	Low expression	Normal	High expression
FUNGUS	A. fumigatus	Pathogen	Extracellular	Absent	Present	Present
HAMP	Hepcidin	Protein	Extracellular	Low concn	Normal	High concn
HO1	Heme oxygenase-1	Enzyme	Intracellular	Low expression	Normal	High expression
inIL6	Interleukin-6	Cytokine	Intracellular	Low expression	Normal	High expression
inTNF	Tumor necrosis factor	Cytokine	Intracellular	Low expression	Normal	High expression
IRP1	Iron regulatory protein	Protein	Intracellular	Low activity	Normal	High activity
LIP	Labile iron pool	Molecules	Intracellular	Low concn	Normal	High concn
memFPN	Membrane-bound ferroportin	Protein, Exporter	Membrane	Low expression	Normal	High expression
Nrf2	Nuclear factor erythroid factor 2-related factor 2	Transcription factor	Intracellular	Low concn	Normal	High concn
TfR1	Transferrin receptor-1	Protein, Importer	Membrane	Low activity	Normal	High activity
SIGNAL	PAMP signaling after recognition of pathogen	Pathway	Intracellular	Low activity	High activity	High activity
Zip14	Zrt- and Irt-like protein-14	Protein, Importer	Membrane	Low activity	Normal	High activity

a Extracellular, membrane, cytoplasm, and intracellular molecules are indicated by ex-, mem-, cyt-, and in- prefixes, respectively.

**TABLE 2:** Update rules of model species and supporting literature citations. Continuity function accounts for the previous state of the target molecule when changing the state of the target molecule from a high to low level.

Target*^a^*	Update rules^*a*^^*b*^	Description
BDH2	IRP	BDH2 has an IRE motif on its 3′ end. This interaction can lead to stabilization and increase in BDH2 (74).
cytFPN	cont(not(IRP1))	IRP1 can bind to the IRE present on the 5′ of ferroportin RNA inhibiting the translation of FPN (118).
DMT1	max(cont(exTNF), cont(IRP1))	TNF induces the expression of DMT1 during infection, and DMT1 has an IRE element on 3′end of its mRNA (43, 119).
exIL6	cont(inIL6)	IL6 is secreted into the extracellular environment (120).
exHeme	External Parameter	
exTNF	cont(inTNF)	TNF is secreted into the extracellular environment (120).
Fe^2+^	External Parameter	
Fe^3+^	External Parameter	
FTH1	max(cont(exTNF), cont(not(IRP)))	TNF induces the expression of FTH1, and FTH1 has an IRE element on the 5′ end of its mRNA for IRP regulation (43, 118, 121).
FUNGUS	Source Node	
HAMP	cont(exIL6)	Hepcidin is produced by the liver in response to the IL-6 (42, 93).
HO1	min(exHEME, cont(Nrf2))	Heme and NRF2 can activate expression of HO1 (122, 123).
inIL6	SIGNAL	IL6 is produced in response to fungus (37–39, 124, 125).
inTNF	SIGNAL	TNF is produced in response to fungus (38, 39, 41, 124, 125).
IRP1	cont(not(LIP))	IRE-binding activity of IRP1 is high in iron-deplete conditions (126).
LIP	cont(min(max(min(Fe^3+^, TfR1), min(Fe^2+^, DMT1, Zip14), HO1), min(not(memFPN), not(BDH2), not(FTH1)))	Import of transferrin-bound iron, free iron, and heme-iron increases intracellular iron. Storage of iron in ferritin, export of iron through ferroportin, and sequestration of iron by BDH2 decrease the labile iron pool in the cytosol (50).
memFPN	min(cont(cytFPN), not(HAMP))	Translated ferroportin locates to cell membranes. Membrane ferroportin can be targeted by hepcidin for degradation (49).
Nrf2	SIGNAL	NRF2 is produced in response to fungal beta-glucan (122).
TfR1	max(cont(IRP1), SIGNAL)	IRP1 stabilizes TfR1 mRNA by binding to the IRE element on the 3′ end of its mRNA thereby increasing total TfR1 (77, 127, 128).
SIGNAL	SIGNAL = low if FUNGUS =0, else SIGNAL = high	SIGNAL represents the activation of macrophages by the fungus(37).
Zip14	cont(exTNF)	TNF induces expression of Zip14 (43).

a Extracellular, membrane, cytoplasm, and intracellular molecules are indicated by ex-, mem-, cyt-, and in- prefixes, respectively.

b min, minimum; max, maximum; cont, continuity function.

Macrophages recognize fungal pathogen-associated molecular patterns via surface pathogen-recognition receptors (37–40), leading to the production and secretion of TNF and IL-6 (39, 41). We represent this recognition by the presence of FUNGUS and activation of SIGNAL (Fig. 4B). IL-6 induces the synthesis of hepcidin in the liver, a key iron regulatory hormone that is highly sensitive to systemic iron levels and, independently, inflammation (15, 42). TNF induces transcription of ferritin heavy chain-1 (FTH1), DMT1, and Zip14 via an autocrine/paracrine loop (43–47). Iron export occurs via the membrane protein ferroportin (48). Extracellular hepcidin binds to membrane ferroportin, mediating its internalization and subsequent proteolysis in endosomes, thereby lowering the efflux of iron to the extracellular environment (49, 50). We did not implement hepcidin production by macrophages in the model, because the effect has been reported to be comparatively negligible (51).

We incorporated three forms of extracellular iron import: Transferrin-bound iron (Fe^3+^), free labile iron (Fe^2+^), and heme-associated iron. The extracellular labile iron concentration will be exceedingly low (52) and is therefore not included. The concentrations of Fe^3+^, Fe^2+^, and heme-associated iron serve as external inputs (i.e., they are not regulated by other components of the model). Transferrin, the principal extracellular iron transport protein, binds ferric iron ions with high affinity and is internalized by receptor-mediated endocytosis via the transferrin receptor (53–56). Iron molecules then dissociate from transferrin and are shuttled into the cytosolic labile iron pool by endosomal membrane DMT1 (57). Similarly, labile iron can be taken up by the membrane proteins DMT1 or Zip14 from the extracellular environment and imported into the cytoplasm (46, 47, 58–61). With catabolism of hemoglobin (cell-free hemoglobin, resulting from infection-induced hemorrhage), there will be an increase in free iron and heme-bound iron (61–63). Free heme is complexed to hemopexin and taken up via CD91 (64, 65). We have represented this source of heme-associated iron as exHEME. Once imported, heme iron is converted to free iron by heme oxygenase-1 (HO1) and added to the labile iron pool, a redox-active form of iron present in the cytosolic environment (66, 67).

Excess iron in the cytosol is stored in ferritin, a 24-mer protein composed of light- and heavy-chain subunits (L- and H-ferritin, respectively) (68, 69). H-ferritin is also a ferroxidase enzyme, mediating the oxidation of ferrous to ferric iron for storage, and L-ferritin is important in the nucleation of ferric iron (70–72). We modeled FTH1 because it is transcriptionally regulated by inflammatory signals (45, 73). Cytosolic iron can also be bound by 2,5-dihydroxybenzoic acid (DHBA) molecules, also known as the mammalian siderophore (74, 75), represented in the model by BDH2, the enzyme that catalyzes the formation of 2,5-DHBA (75). The iron regulatory protein-1 regulates the intracellular labile iron pool by binding to iron responsive elements (IRE) of the untranslated 3′ and 5′ regions of mRNA of TfR1, DMT1, FPN, FTH1, and BDH2, thereby modulating the translation of iron storage, importer proteins, and exporter proteins (74, 76–79). Under low intracellular iron conditions, IRP1-IRE binding activity is high, inhibiting the translation of ferritins and FPN, and promoting the translation of TfR1, DMT1, and BDH2, with the opposite effect under iron-replete conditions (74, 77, 80).

### Computational model captures macrophage behavior during infection.

We next used the computational model to simulate macrophage behavior under uninfected conditions. The external input parameters of the model were fixed to normal values of 1, and model dynamics were explored through complete enumeration of all state transitions. The first row of Fig. 5 and Fig. S3 show that the model reached a steady state, corresponding to a physiologically normal state. To test the model behavior under infection, we next simulated the presence of A. fumigatus (FUNGUS=Present). This resulted in macrophage-activated intracellular signaling pathways and the production of IL-6, TNF, hepcidin, FTH1, Zip14, and DMT1. During infection, the model predicted low FPN transcription, membrane FPN, and the intracellular labile iron pool (LIP) in the steady state. Model simulation of an infected macrophage in the presence of high, normal, or low extracellular iron showed activation of HO1 to be dependent on extracellular heme concentrations, but did not affect the activation of other iron regulatory molecules (Fig. 5). HO1 catalyzes heme to ferrous iron, which adds to the intracellular labile iron pool (81–84) and is subsequently stored with ferritin.

**FIG 5:**
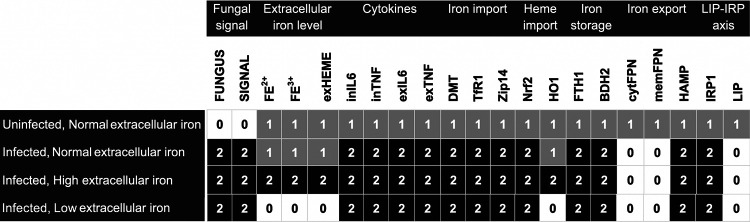
Different states of the computation model. Steady state simulations for the model under the conditions defined in Table 1 – uninfected macrophages in normal extracellular iron condition, and infected macrophages in normal, low, or high extracellular iron conditions. 0, low; 1, medium/normal; 2, high.

10.1128/msphere.00074-22.4 FIG S3 Simulated steady state of the model output under conditions of exposure to the fungus and absent extracellular iron. Download FIG S3, TIF file, 0.7 MB. Copyright © 2022 Adhikari et al. 2022 Adhikari et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Validation of the computational model.

Model simulation showed that, for each of the three conditions we consider (uninfected, infected, and infected with high iron levels), the model reaches a distinct steady state. We experimentally validated the model and its dynamic behavior in two ways. First, we used the temporal evolution as exhibited by the RNA-seq data set described above, which was not used for model construction. There, we had only used a differential expression analysis over the entire time course. We compared the steady states obtained from model simulation with the experimental data at 8 h (Fig. 6A). Second, we compared the model trajectory to the temporal dynamics of our longitudinal transcriptomic data sets (Fig. 6B to D).

**FIG 6:**
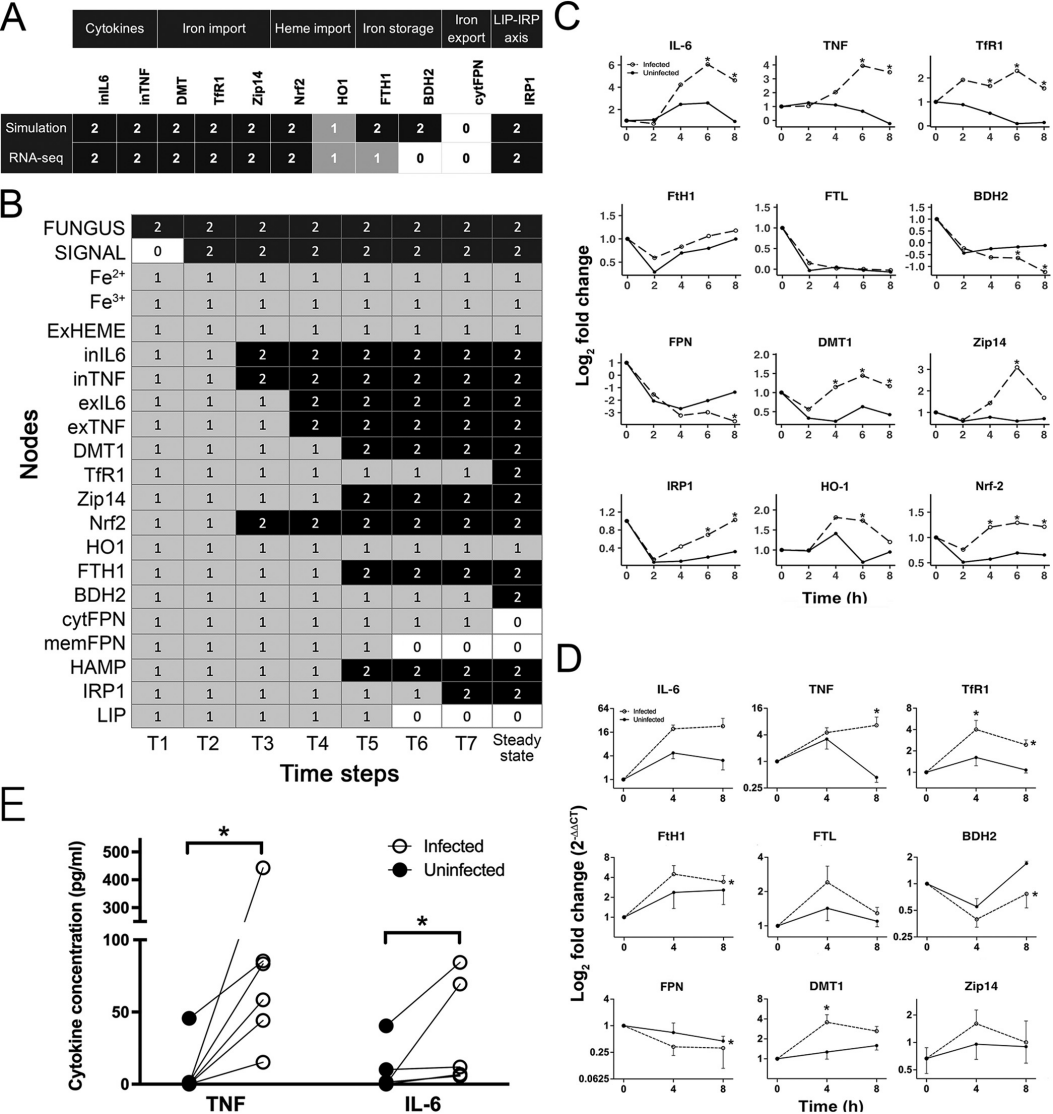
Validation of the computational model. (A) Simulated steady states for infected macrophages under normal extracellular iron level and the RNA-seq data at 8 h. Top row shows model output under conditions of exposure to the fungus and normal extracellular iron. Bottom row shows RNA-seq data discretized based on differential expression. (B) Simulated time-series of the model output under conditions of exposure to the fungus and absent extracellular iron. (C) RNA-seq experimental data was obtained from macrophage-Aspergillus cocultures without an external iron source. Read counts were normalized by the library size and a value of 0.5 was added to the normalized counts to generate pseudo counts, which were then transformed with a Log_2_ scale. Log-scaled reads are plotted against time and actual raw read counts, and the line was fitted with loess regression. Counts were plotted using DESeq2 function plotCounts method. *, *P* < 0.05, and the line was fitted to the data with loess regression. (D) Mean and SEM of qRT-PCR measurements from macrophages infected with Aspergillus. (E) Concentration of cytokines in supernatants of infected and uninfected macrophages after 8 h. Each line represents one donor. 0, downregulated; 1, no change; 2, upregulated. *, *P* < 0.05.

The model includes 11 intracellular nodes that are measurable at the transcription level, namely, TNF, IL-6, Zip14, TfR1, DMT1, FTH1, BDH2, IRP1, HO1, NRF2, and FPN. We found that the model steady state matched the experimental data for all nodes, except for BDH2 and FTH1 (Fig. 6A). 

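At 8 h and an adjusted p of 0.05, edgeR called 6 of these 11 genes up, 2 down and 3 unchanged. IL6 (ENSG00000136244) had a log2 fold change of 3.84 (standard error 1.01, adjusted p = 0.00412) and TNF (ENSG00000232810) one of 3.70 (standard error 0.75, adjusted p = 0.000334). TFRC (ENSG00000072274), which encodes TfR1, stood at 1.40 (standard error 0.40, adjusted p = 0.00772) and SLC11A2 (ENSG00000110911), which encodes DMT1, at 0.73 (standard error 0.19, adjusted p = 0.00445). ACO1 (ENSG00000122729), which encodes IRP1, stood at 0.69 (standard error 0.14, adjusted p = 0.000281) and NFE2L2 (ENSG00000116044), which encodes NRF2, at 0.54 (standard error 0.13, adjusted p = 0.00162). Down were BDH2 and SLC40A1, which encodes FPN, and unchanged were FTH1, HMOX1 and SLC39A14. HMOX1 (ENSG00000100292), which encodes HO1, had a log2 fold change of 0.23 (standard error 0.32, adjusted p = 0.606) and was higher in 3 of 5 donors. SLC39A14 (ENSG00000104635), which encodes Zip14, stood at 0.95 (standard error 0.52, adjusted p = 0.163) and was higher in 5 of 5 donors. It was called in a fit to the libraries of the compared groups alone (0.96, adjusted p = 0.00281) and without donor 2 (0.92, adjusted p = 0.0425). TFRC was not called without the infected library of donor 1 (1.04, adjusted p = 0.0514), and over all 6 donors neither TFRC (1.11, adjusted p = 0.0559) nor ACO1 (0.56, adjusted p = 0.147) was called. Over these genes with FTL and SLC39A8, at 4 time points, 20 of 52 comparisons were called, 2 of them at 4 h, 9 at 6 h and 9 at 8 h, and 17 of 52 over all 6 donors. Adjusted over the list alone at each time point the numbers were 3, 11 and 9. The paper chose nodes of the model with the differential expression of these samples in hand, so these last numbers are not independent evidence.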

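BDH2 (ENSG00000164039, chromosome 4, 103079435 to 103099883, minus strand) stood at 5.16 ± 2.64 CPM in infected and 11.0 ± 4.05 CPM in uninfected macrophages at 8 h (SD, n = 5), a log2 fold change of -1.15 (standard error 0.18, adjusted p = 1.75e-05 from edgeR). It was lower in infected cells in 5 of 5 donors. Over all 6 donors the log2 fold change was -0.92 (adjusted p = 0.00036 from edgeR), and in donor 3 alone it was 0.08. At 6 h it was -0.50 (standard error 0.18, adjusted p = 0.0444 from edgeR), lower in 5 of 5 donors. This call was lost without donor 1, 2, 5 or 6 (adjusted p from 0.0807 to 0.229) and without any of the 10 libraries of 6 h other than the infected one of donor 1 and the uninfected one of donor 4 (0.0700 to 0.189). It was also lost without the donor term (0.292, and 0.275 by DESeq2), without the count filter (0.108), with DESeq2's size factors (0.0501), under limma voom (0.0510) and from the libraries of the compared groups alone (0.104). At 4 h the log2 fold change was -0.39 (adjusted p = 0.184) and at 2 h 0.19 (adjusted p = 0.897).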

BDH2 simulation shows increased expression whereas the experimental data shows decreased expression, as previously reported (85). This suggests that the model does not accurately capture BDH2 regulation, and that BDH2 is likely regulated by mechanisms independent of the known iron regulatory protein (IRP) regulation.

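IL6 lies on chromosome 7 (22725884 to 22732002) and NFE2L2 on chromosome 2 (177227595 to 177392697, minus strand). IL6 was counted at low levels, 3.33 ± 3.30 CPM in infected and 0.807 ± 0.425 CPM in uninfected macrophages at 4 h (SD, n = 5). Its log2 fold change was 1.76 (standard error 0.93, adjusted p = 0.263 from edgeR) with a higher value in 5 of 5 donors. Without donor 6 it was 0.91 (adjusted p = 0.704). At 6 h the log2 fold change was 3.43 (standard error 1.03, adjusted p = 0.0188 from edgeR), higher in 4 of 5 donors. This call rested on the infected 6 h library of donor 2, without which the log2 fold change was 0.40 (adjusted p = 0.775). It was also lost without donor 2 (0.61, adjusted p = 0.681), without the uninfected 6 h library of this donor (3.27, adjusted p = 0.0608), under limma voom (2.80, adjusted p = 0.0739) and in the fit to the libraries of the compared groups alone (1.99, adjusted p = 0.281). NFE2L2 rose from 257 ± 28.7 to 396 ± 106 CPM at 4 h (SD, n = 5), a log2 fold change of 0.61 (standard error 0.13, adjusted p = 0.00612 from edgeR). Its log2 fold change was 0.56 at 6 h (standard error 0.13, adjusted p = 0.00312 from edgeR), in both cases higher in 5 of 5 donors. Its call at 4 h was lost without donor 2 (0.48, adjusted p = 0.0552) and in the latter fit (0.62, adjusted p = 0.0663). Its call at 6 h was lost in that fit too (0.58, adjusted p = 0.0605). Of the other nodes, ACO1 at 6 h had a log2 fold change of 0.46 (standard error 0.14, adjusted p = 0.0171 from edgeR). HMOX1 at 6 h had one of 1.01 (standard error 0.32, adjusted p = 0.0251 from edgeR), both higher in 5 of 5 donors. ACO1 at 6 h was not called over all 6 donors (adjusted p = 0.252), without donor 4 (0.0612), without donor 6 (0.0898) or from the compared libraries alone (0.0881). HMOX1 at 6 h was not called without donor 4 (0.0589), without donor 5 (0.114), without the infected library of donor 4 (0.0522) or 6 (0.104), or without the uninfected library of donor 1 (0.0598), 2 (0.0568) or 5 (0.0640). It was also not called without the donor term (0.0573), without the count filter (0.0612) or from the compared libraries alone (0.0666).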

The model trajectory (Fig. 6B) matched the experimental data from the RNA-seq data set (Fig. 6C) for 10 of 12 nodes: The induction of IL-6 and NRF2 were observed in the simulation in earlier time steps and remained elevated until the steady state was reached, and both were differentially expressed from 4–8 h in the experiment. Similarly, the iron importers DMT1 and Zip14 were activated at early stages in model simulations, and differentially upregulated from 4–8 h in our experiment, suggesting induction of the iron import pathway post fungal recognition. 

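SLC11A2 (chromosome 12, 50979401 to 51028566, minus strand) rose from 99.5 ± 9.03 CPM in uninfected to 183 ± 22.0 CPM in infected macrophages at 4 h (SD, n = 5), a log2 fold change of 0.87 (standard error 0.19, adjusted p = 0.00816 from edgeR) and higher in 5 of 5 donors. Without donor 1 the adjusted p was 0.069. At 6 h its log2 fold change was 0.76 (standard error 0.20, adjusted p = 0.00728 from edgeR), higher in 4 of 5 donors. Without the infected 6 h library of donor 2 it was 0.32 (adjusted p = 0.102), without donor 2 0.37 (adjusted p = 0.0850) and from the libraries of the compared groups alone 0.65 (adjusted p = 0.160). SLC39A14 (chromosome 8, 22367249 to 22434129) stood at 9.06 ± 5.72 CPM in infected and 5.44 ± 1.41 CPM in uninfected macrophages at 4 h (SD, n = 5), a log2 fold change of 0.64 (standard error 0.53, adjusted p = 0.49 from edgeR) with a higher value in 4 of 5 donors. At 6 h the log2 fold change was 2.41 (standard error 0.57, adjusted p = 0.00441 from edgeR), higher in 5 of 5 donors. That of donor 2 was 4.57, and without the infected 6 h library of this donor the fit gave 0.71 (adjusted p = 0.168), without the donor 0.78 (adjusted p = 0.163) and from the compared libraries alone 1.43 (adjusted p = 0.189). SLC39A8, which encodes the related importer ZIP8 and to which the same test was applied, had a log2 fold change of 1.72 at 8 h (standard error 0.41, adjusted p = 0.00187 from edgeR), higher in 5 of 5 donors. At 4 h it was 0.85 (standard error 0.41, adjusted p = 0.205 from edgeR), higher in 5 of 5 donors, and was called from the compared libraries alone (0.90, adjusted p = 0.0363). At 6 h it was 0.93 (standard error 0.41, adjusted p = 0.109 from edgeR), higher in 3 of 5 donors. It was called there by DESeq2 without the donor term (1.23, adjusted p = 0.0424) and without the infected library of donor 1 (1.18, adjusted p = 0.0465). This value rested largely on donor 2, at 2.43: without the infected library of this donor it was 0.22 (adjusted p = 0.759).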

Iron export, on the other hand, was inhibited upon the onset of infection in both simulation and in experimental data. The model indicated that membrane FPN is degraded at earlier time points whereas cytoplasmic FPN downregulation starts at later time steps in the simulation, suggesting that hepcidin regulation of FPN occurs prior to transcriptional regulation of FPN (Fig. 6B). 

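SLC40A1 (ENSG00000138449, chromosome 2, 189560579 to 189583758, minus strand) stood at 26.7 ± 7.70 CPM in infected and 151 ± 89.1 CPM in uninfected macrophages at 8 h (SD, n = 5), a log2 fold change of -2.36 (standard error 0.40, adjusted p = 5.3e-05 from edgeR). At 6 h the log2 fold change was -0.96 (standard error 0.39, adjusted p = 0.0796 from edgeR). Infected cells had the lower value in 5 of 5 donors at both time points. At 6 h it was called under limma voom (-1.12, adjusted p = 0.0416) and without the infected library of donor 6 (-1.25, adjusted p = 0.0379). Adjusted over the 13 model genes at 6 h, edgeR gave 0.0244, and over all 52 comparisons of these genes 0.0424. The paper chose nodes of its model with these samples in hand. At 4 h the log2 fold change was -0.58 (adjusted p = 0.383) and at 2 h 0.51 (adjusted p = 0.866). With all 6 donors it was -2.30 at 8 h (adjusted p = 0.00719), and in donor 3 alone -0.31. The value was lower at 8 h (-3.08 to -1.83) than at 4 h (-1.20 to 0.11) in 5 of 5 donors. The test of the difference between these effects gave a change of -1.78 (standard error 0.55, adjusted p = 0.210 over all genes from edgeR), which was not called.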

Concurring with the simulation data, measured FPN transcripts (cytFPN) also showed downregulation only at 8 h in the experiment (Fig. 6C). We also simulated molecules relevant to iron storage and chelation, ferritin, and BDH2, respectively (Fig. 6B). 

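FTH1 (ENSG00000167996, chromosome 11, 61959718 to 61967660, minus strand) had log2 fold changes of 0.30, 0.11, 0.23 and 0.16 at 2, 4, 6 and 8 h (standard error 0.16 at each, adjusted p = 0.786, 0.733, 0.319 and 0.463 from edgeR). Infected cells had the higher value in 5, 2, 4 and 4 of 5 donors. At 8 h donor 1 went the other way, at -0.90. Without the infected 8 h library of this donor the log2 fold change was 0.36 and was called (adjusted p = 0.0368), as it was without donor 1 (0.37, adjusted p = 0.0464). With STAR's unstranded counts, which take no account of strand, the sign at 4 and 6 h was reversed (-0.21 and -0.09). Unstranded counting assigned fewer reads to FTH1: its share at 0 h was 0.137% in place of 0.705%. FTL (ENSG00000087086, chromosome 19, 48965301 to 48966878) had log2 fold changes of 0.17, -0.05, -0.0037 and 0.02 (standard error 0.10 at each, adjusted p = 0.792, 0.780, 0.985 and 0.874 from edgeR). The sign at 6 h was reversed by DESeq2 (0.03), by its size factors (0.03), without the count filter (0.02), from the compared libraries alone (0.0051) and without donor 1, 2 or 6 or any of several single libraries (up to 0.072).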

We observed a slight change in FTH1 expression with no statistical significance and no change in ferritin light chain (FTL) expression (Fig. 6C). As a second step, experimental validation for these model predictions was performed on Aspergillus-infected macrophages using qRT-PCR and protein measurements (Fig. 6D and E). These measurements matched the model trajectory (Fig. 6B) for 8 out of 10 measured nodes and matched longitudinal transcriptome data (Fig. 6C) for all nodes.

### Mathematical modeling suggests macrophage iron regulatory responses precede, and are independent of, generation of inflammatory cytokines.

Mechanistic modeling can be used to assess whether known biology adequately accounts for observed behaviors. 

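The log2 fold change of TFRC (chromosome 3, 196027183 to 196082189, minus strand) was 1.03 at 2 h (standard error 0.40, adjusted p = 0.702 from edgeR), 1.11 at 4 h (standard error 0.40, adjusted p = 0.0878 from edgeR) and 2.14 at 6 h (standard error 0.42, adjusted p = 0.000936 from edgeR). Infected cells were higher in 4, 5 and 5 of 5 donors. That of TNF (chromosome 6, 31575567 to 31578336) was -0.23 at 2 h (standard error 0.67, adjusted p = 0.965 from edgeR), 0.90 at 4 h (standard error 0.67, adjusted p = 0.443 from edgeR) and 3.20 at 6 h (standard error 0.76, adjusted p = 0.00432 from edgeR), and infected cells were higher in 2, 4 and 5 of 5 donors. Adjusted over all genes, both were thus called first at 6 h. Adjusted over the 13 model genes at each time point, TFRC had 0.205 at 2 h and 0.0380 at 4 h, and over all 52 comparisons of these genes 0.0372 and 0.0217. TNF at 4 h had 0.276 and 0.284. The paper chose nodes of its model with these samples in hand. TFRC was called at 4 h by DESeq2 (adjusted p = 0.0393) and in the fit to the libraries of the compared groups alone (adjusted p = 0.0324). The latter fit called neither TFRC (1.86, adjusted p = 0.0521) nor TNF (2.10, adjusted p = 0.118) at 6 h. TFRC at 6 h was 1.33 (adjusted p = 0.0132) without the infected library of donor 2, and at 2 h it was 1.58 (adjusted p = 0.157) without donor 5. TNF at 6 h was also not called without donor 2 (1.37, adjusted p = 0.182) or the infected 6 h library of this donor (1.28, adjusted p = 0.123). From log2 CPM with a prior count of 0.5, the log2 fold change of TFRC minus that of TNF was 0.10 ± 0.76 at 4 h (SD, n = 5). The larger value was that of TFRC in 2 of 5 donors (exact two-sided sign-flip permutation test, p = 0.938). Without donor 5 it was -0.22. At 2 h it was 1.07 ± 1.34 (SD, n = 5), larger for TFRC in 3 of 5 donors (same exact test, p = 0.25). At 6 h it was -0.37 ± 1.42 (SD, n = 5; same exact test, p = 0.63) and at 8 h -2.26 ± 1.33 (SD, n = 5), larger for TNF in 5 of 5 donors (same exact test, p = 0.063, the smallest that 5 donors allow). Adjusted over the 4 time points these p-values were 0.50, 0.938, 0.833 and 0.25 in order of time. The difference over all 6 donors was 0.05 ± 0.69 at 4 h (SD, n = 6, same exact test, p = 0.969). Such differences compare the sizes of the changes at a time point, and not when each rise began.

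**Figure D1:**
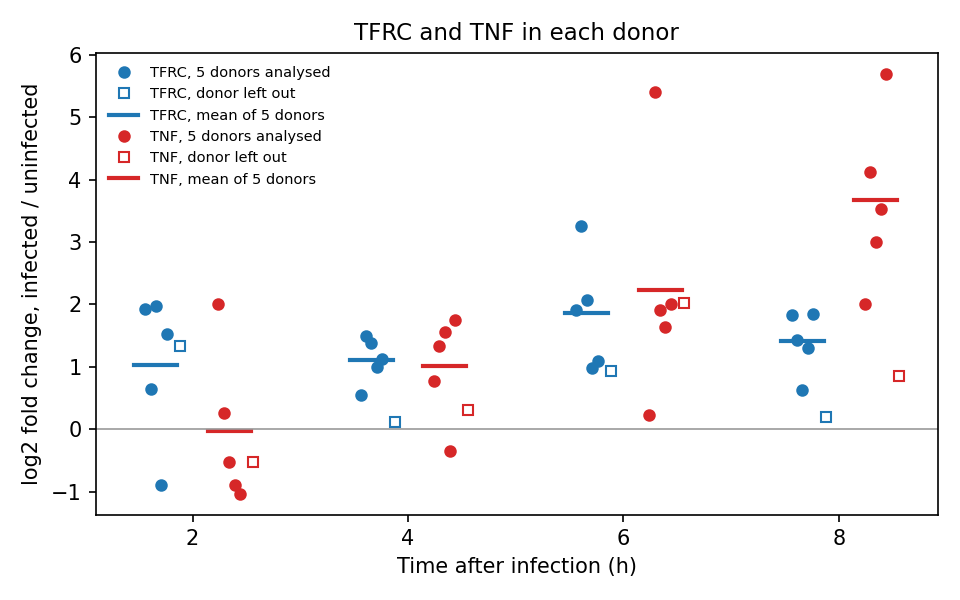
Log2 fold change of TFRC and of TNF in infected against uninfected macrophages (vertical axis) at 2, 4, 6 and 8 h (horizontal axis). Filled symbols are donors 1, 2, 4, 5 and 6, bars are their mean, and open squares are donor 3. The 5 donors lie between 0.55 and 1.5 for TFRC and between -0.36 and 1.75 for TNF at 4 h.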

In our experimental data, we noted that the model accurately predicted the steady-state and temporal trajectory of TNF production, but while the model correctly predicted the steady-state TfR1 expression, it did not predict its trajectory correctly: In both the RNA-seq and qRT-PCR data sets, the upregulation of TfR1 occurred at 2–4 h, preceding that of TNF at 8 h, whereas the model predicted activation of TfR1 after the activation of IRP, indicating that the mechanisms incorporated into the model are not complete.

To assess this discordance, we tested different modifications of the model that would capture the trajectory of TfR1 expression matching the experimental observations. During fungal infections, nitric oxide has been reported to regulate TfR1, but our experimental data did not show expression of the iNOS gene, which is required for nitric oxide (NO) production in macrophages (86). 

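NOS2 (ENSG00000007171, chromosome 17, 27756766 to 27800499, minus strand), which encodes iNOS, received 54 of the 2287359527 reads counted on genes over all 54 libraries, or 0.0236 CPM. It had 0 reads in 36 libraries, where a count of 0 allows up to 0.109 CPM in the library with the fewest counts (3 counts of its total, for counting error only). The highest value in any library was 0.178 CPM, in an uninfected one. The 24 infected libraries held 11 of these reads, at most 0.133 CPM in 1 library, and the 30 uninfected libraries 43. With unstranded counts the sum was also 54.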

We found that the only modification in the model that resulted in a steady state that reflected expected macrophage behavior during infection while maintaining all other trajectories and steady states was an additional regulation of TfR1 directly by the fungal node SIGNAL. With this modification, the model captures the observed phenotypic behavior in the experimental data. While TNF is one of the main cytokines operational in iron regulation during infection, early activation of TfR1, independent of IRP, suggests a separate activation pathway for enhancing iron import. The phenomenological regulation from SIGNAL to TfR1 suggests that further study of TfR1 regulation is needed to understand the mechanism of TfR1 induction during infection.

## DISCUSSION

Multicellular hosts have evolved an evolutionarily ancient system of iron regulation in order to deprive invading pathogens of this essential nutrient. In response to diverse inflammatory and infectious stimuli, this system mediates iron sequestration within macrophages; a precipitous fall in plasma iron, plasma transferrin, and transferrin saturation; and increase in plasma ferritin (10). Monocyte-derived macrophages recruited to the site of infection are at the crux of this system, controlling both the intracellular and extracellular iron availability via modulation of iron import, storage, and export mechanisms, in response to a combination of signals from iron availability, pathogen recognition, inflammatory cytokines, and systemic hormones. These processes are intricately interdependent and are thus difficult to study in isolation, but can be integrated and understood using mechanistic computational modeling. We integrated the existing literature on macrophage iron control during fungal infection and transcriptional data obtained from coculturing human monocyte-derived macrophages (representing lung interstitial macrophages and recruited inflammatory macrophages) with fungal cells to develop such a model as related to aspergillosis.

The differential gene expression analysis of macrophages cocultured with A. fumigatus revealed a transcriptional response that began between 2 and 4 h after exposure to the fungus, consistent with prior work (87–90). 

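The paper relates the start of the response to the time at which conidia shed the rodlet layer and expose the ligand of dectin-1. CLEC7A (ENSG00000172243, chromosome 12, 10116777 to 10130258, minus strand), which encodes dectin-1, had log2 fold changes of -0.47 at 2 h, -0.27 at 4 h and 0.20 at 8 h (adjusted p = 0.880, 0.736 and 0.735 from edgeR). Infected cells were lower in 4 of 5 donors at each of these time points, at 8 h against the sign of the fit. At 8 h the sign was reversed under limma voom (-0.05), in the fit to the libraries of the compared groups alone (-0.09) and without donor 1 (-0.46) or its infected 8 h library (-0.48). At 4 h it was reversed without donor 6 (0.06). At 6 h the log2 fold change was -1.15 (standard error 0.40, adjusted p = 0.0423 from edgeR), from 115 ± 25.6 CPM in uninfected to 57.4 ± 21.6 CPM in infected cells (SD, n = 5) and lower in 5 of 5 donors. That call was lost under limma voom (-1.06, adjusted p = 0.0541), without the donor term (adjusted p = 0.160, and 0.121 by DESeq2), without the count filter (adjusted p = 0.114) and from the libraries of the compared groups alone (0.0682). It was also lost without donor 2 (0.211), 5 (0.0981) or 6 (0.181), without the infected library of donor 1 (0.0908), 2 (0.116), 4 (0.0567) or 6 (0.0797), and without the uninfected library of donor 2 (0.119), 5 (0.0797) or 6 (0.121).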

Activated genes included those related to iron transport, storage, binding, and reductases, indicating the activation of iron regulatory mechanisms. In our experimental system, Aspergillus had access only to the small concentration of iron contained in the culture media and intracellular iron of killed macrophages. Analogously, inhaled Aspergillus conidia only have access to the iron-poor alveolar fluid and iron released from necrotic cells (91). But as the infection progresses, Aspergillus gains access to iron from tissue hemorrhage and hemoglobin catabolism in the host – a circumstance not represented in the experimental coculture system, which models only the first 8 h of the infection. Our model simulations were validated with experimental data and reflect the expected biology of Aspergillus-infected macrophages under different extracellular iron levels.

Macrophages can sequester iron via three mechanisms: increased iron import, increased iron storage, and decreased iron export. Regulation of iron export from macrophages (as well as duodenal enterocytes), mediated by the hepcidin-ferroportin axis, has been extensively documented in the literature in the context of normal iron homeostasis and during infections (92, 93). Our model shows that upregulation of iron importers in response to fungal detection plays an essential role in macrophage iron sequestration during infection, independent of iron export. The induction of transferrin receptor-1 and DMT1 in the experimental data validated this finding. In this context, iron regulation in macrophages was previously studied with a coculture experiment of a RAW264.7 immortalized murine macrophage cell line (94). These cells showed an induction of ferritin, and a reduction of ferroportin expression after 7 h of coculture, but no change in TfR1 expression. The discrepancy between our findings and these results is likely due to differences between the murine cell line and primary human monocyte-derived macrophages, particularly the fact that RAW264.7 cells, derived from BALB/c mice, carry a homozygous non-functional NRAMP1 mutation, blocking iron shuttling between the phagosome and cytosol and impairing their iron homeostasis (95, 96).

Infection has been shown to result in reduction of extracellular iron to extremely low concentrations and in sequestration of iron inside macrophages (97–99). Our model simulation suggests that during infection, regardless of extracellular iron levels, the intracellular iron is stored by ferritin (Fig. 5). Our experimental data (Fig. 6C and D), however, showed a small upregulation of FTH1 and no change in FTL. Of note, the baseline expression of FTH1 in both the infected and uninfected conditions was high, and we speculate that a slight upregulation in expression is enough to store a large quantity of iron, since one ferritin molecule can store up to 4,500 iron ions (100). 

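In uninfected macrophages at 0 h, 0.705% ± 0.0717 of the reads counted on genes were on FTH1 (SD, n = 5), which ranked 9 to 10 among all genes in each donor. The share was 1.42% ± 0.331 in uninfected and 1.42% ± 0.451 in infected macrophages at 8 h (SD, n = 5). FTL ranked 1 in every library, with 3.90% ± 0.517 of the reads at 0 h (SD, n = 5). Over all 6 donors the FTH1 share at 0 h was 0.794% ± 0.228 (SD, n = 6), with 1.24% in donor 3. With unstranded counts it was 0.137%. Unstranded counting is not a sum over both strands. In uninfected cells of donor 1 at 0 h it put 34920684 reads on genes, against 36670573 by reverse counting.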

The model also elucidates the interplay between immune activation and the IRP-LIP axis of iron regulation: In Fig. 5, the model indicated that normal iron-homeostasis under physiologic conditions is perturbed during infection, with high expression of DMT1, Zip14, TfR1, and ferritin mediated by inflammatory signals (IL-6 and TNF) and independently of the IRP-LIP axis, resulting in augmented uptake and storage of iron in macrophages during infection. Consistent with this model prediction, the overriding influence of proinflammatory cytokines on iron regulation has been reported in other disease models. During inflammation in neuronal cells, the IL-6/JAK2/STAT3 pathway overrides iron homeostasis by dysregulation of hepcidin expression (101). In a study of the human monocytic cell line U937, TNF, IFN-ɑ, and IL-1β modulate iron metabolism by affecting macrophage iron uptake, TfR1 expression, intracellular iron handling, and ferritin mRNA levels (102).

Our computational model allowed us to capture the steady states of most model constituent molecules. Further analysis, however, indicated that the model did not capture some of the experimental observations. Particularly, it did not capture the surprising biological observation of the activation of TfR1 at an earlier time point than TNF, both in the RNA-seq experiment and qRT-PCR. We modified the model to capture this feature through the inclusion of a hypothetical mechanism that activated TfR1 from a fungal signal. With this modification, the model agreed with the experimental data, suggesting a new hypothesis of TfR1 activation by an unknown molecule upstream of TNF. The transcriptional and posttranscriptional regulation of TfR1 by cellular iron deficiency and hypoxia, via the HIF-HRE and the IRP-IRE systems, is well-described (103), but its direct regulation by infectious stimuli has not, to our knowledge, been documented. Interestingly, TfR1 has been shown to localize to the early endosome of macrophages within minutes after phagocytosis of Aspergillus conidia (104), a timeline consistent with our experimental results and revised model predictions on the transcriptional activation of TfR1.

We recognize several limitations of our work. First, our computational model is based on data both from the literature and an *in vitro* coculture system. Thus, it is likely that some aspects of macrophage behavior during the infection, such as response to extracellular signals relevant to iron regulation, are not captured *in vitro*. This is partially addressed by supplementing the experimental data with extensive data from the literature. Second, the present work only pertains to the behavior of monocyte-derived macrophages recruited to the site of infection and does not capture the behavior of other cells (e.g., alveolar macrophages and epithelial cells) relevant to iron handling during aspergillosis. Third, the current model pertains only to the interaction of macrophages with resting and swollen conidia in the first hours of the infection, and not subsequent interactions with fungal hyphae. Finally, Aspergillus itself has a sophisticated system of iron acquisition from the environment, even under iron-starvation conditions. As such, the present work characterizes only part of the complex landscape of iron regulation during aspergillosis.

The current work has several implications for future studies, including suggesting several hypotheses for further exploration: First, as noted above, the mechanisms by which TfR1 is induced in macrophages independent of inflammatory cytokines, and the relevance of this induction to antifungal host defenses, are of interest. Second, the model simulation of BDH2 predicted an increased expression at the steady state due to its regulation by IRP, whereas experimental data showed BDH2 to be downregulated during infection (Fig. 6C and D), suggesting that the known biology of regulation of BDH2 (and, by extrapolation, the role of the mammalian siderophore 2,5-DHBA) during fungal infection is incomplete. Third, the model that we have generated may be useful for predicting outcomes of iron-centered therapeutics, such as pharmacologic iron chelation (15, 105), by providing a better understanding of tissue macrophage iron handling during invasive aspergillosis. Finally, the current model can be incorporated into a multiscale computational model that incorporates the responses of other cell types with the fungus, synthesizing the available data in a systematic way and serving as an *in silico* laboratory.

## MATERIALS AND METHODS

### Ethics statement.

This study was conducted in accordance with the Declaration of Helsinki under a protocol approved by University of Florida Institutional Review Board.

### Fungal culture and harvest.

Aspergillus fumigatus strain 13073 (American Type Culture Collection, Manassas, Virginia) was cultured on Sabouraud’s dextrose agar plates at 37°C for 14 days. Conidia were collected in phosphate-buffered saline (PBS) containing 0.1% Tween 80, filtered through sterile gauze, centrifuged at 700 g, and resuspended in PBS; concentration determined under a hemacytometer.

### Monocyte isolation, culture, and RNA extraction.

Buffy coats from healthy volunteers (ages 21–78, 3 male and 3 female) were purchased (LifeSouth Community Blood Center, Gainesville, FL). Mononuclear cells were isolated using Ficoll gradients and stored at −80°C degrees. CD14^+^ CD16^–^ monocytes were isolated using magnetic negative selection (EasySep Human Monocyte isolation kit, StemCell Technologies, Cambridge, MA) and differentiated into macrophages by culture in RPMI 1640 (Lonza, Morristown, NJ) supplemented with 2 mM l-glutamine, 1 mM sodium pyruvate solution, 0.1 mM nonessential amino-acids, 1% penicillin-streptomycin, 10% fetal bovine serum (HyClone, Logan, UT), and 10 ng/mL recombinant human macrophage colony-stimulating factor (Peprotech, East Windsor NJ) for 7 d. Flow cytometry was used to assess the purity of macrophages after 7 d of culture (Fig. S1), according to a previously published protocol (106), using antibodies against CD68-BV711 (clone Y1/82A) and CD163-FITC (clone GHI/61), purchased from BD Biosciences (San Jose, CA). Macrophages were cocultured with Aspergillus conidia at a 1:1 ratio. At the beginning of the coculture (time zero) and after 2, 4, 6, and 8 h, cells were lysed (RLT buffer, Qiagen, Valencia, CA) and RNA was extracted (RNeasy Plus minikit, Qiagen) following the manufacturer’s instructions.

10.1128/msphere.00074-22.2 FIG S1 Representative flow cytometry plots showing purity of macrophages after culture for 7 days. Download FIG S1, TIF file, 1.2 MB. Copyright © 2022 Adhikari et al. 2022 Adhikari et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### RNA-seq library preparation, sequencing, and analysis.

RNA-seq libraries were prepared and sequenced at the Jackson Laboratory for Genomic Medicine. Libraries were generated with the KAPA-Stranded mRNA-seq kit (Roche Sequencing, Wilmington, MA) according to manufacturer’s instructions. Briefly, poly-A RNA was isolated from 300 ng total RNA using oligo-dT magnetic beads. Purified RNA was then fragmented at 85° C for 6 min, targeting fragments ranging 250–300 bp. Fragmented RNA was reverse transcribed with an incubation of 25° C for 10 min, 42° C for 15 min and an inactivation step at 70° C for 15 min, followed by second strand synthesis at 16° C for 60 min. Double stranded cDNA fragments were purified using Ampure XP beads (Beckman Coulter Life Sciences, Indianapolis, IN). The dscDNA were then A-tailed, and ligated with Illumina unique adaptors (Illumina, San Diego, CA). Adaptor-ligated DNA was purified using Ampure XP beads, 10 cycles of PCR amplification, and impurities were eliminated (Ampure XP beads, Beckman Coulter). RNA sequencing was performed on a HiSeq 4000 instrument (Illumina).

The sequenced raw RNA-seq reads were processed to generate read counts for alignment. In brief, the reads were checked for quality control using FASTQC v0.11.8 (www.bioinformatics.babraham.ac.uk/projects/fastqc/), and trimmed using Trimmomatic v0.39 using LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36 and a predefined adapter list to be clipped from reads (107). FastQC and Trimmomatic were repeated until desired reads were obtained. MultiQC v1.7 was used to combine individual FastQC results for visualization (108). The trimmed reads were then aligned to the Ensembl GRCh38v96 reference genome using STAR v2.7.2b, and Qualimap v2.2.1 was used to check the quality of alignment (109, 110). Read-count matrix was created by using the column with reads for reverse strandedness (i.e., column 4) from readspergene.tab STAR output files. Samples from one donor were excluded from further analysis based on principal-component analysis (PCA) performed on all samples, showing that this donor’s cells whether incubated alone or with conidia, formed a separate cluster from all other samples, with high biological variation (PC1 38%) relative to other donors and little response (PC2 20%) to the fungus (Fig. S2). 

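In a PCA of all 54 libraries, the uninfected and infected libraries of donor 3 at 0, 4 and 8 h, 5 in number, had PC1 scores of 72.1 or more, while its 4 libraries at 2 and 6 h had scores between 8.15 and 16.2 and all libraries of the other 5 donors scores between -24.8 and 21.4. The scores of the whole donor, from 8.15 to 75.3, therefore overlapped those of the others. In its 4 pairs of libraries, donor 3 had log2 fold changes of BDH2 at 8 h of 0.08 and of SLC40A1 at 8 h of -0.31, against -1.82 to -0.85 and -3.08 to -1.83 in the other donors. For TNF at 6 h it had 2.02, against 0.22 to 5.41. At 6 h its BDH2 value was -0.86, within the -1.12 to -0.22 of the other donors. That of SLC40A1 at 6 h was -0.92, within their -3.18 to -0.28. With the donor included, edgeR called 0 genes at 4 h in place of 22 and 185 at 6 h in place of 200. At 8 h it called 422 genes in place of 1363.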

PCA was performed on the top 500 variable genes in the data sets using the “prcomp” function in R. Only genes expressed at 10 read counts or higher in at least 5 samples were processed further for differential expression analysis. DESeq 2 v1.24.0 was used to compute differentially expressed genes. The design matrix was created with 5 donors, 1 baseline, and 4 time points for control and coculture groups each. Pairwise comparisons with Wald test (alpha = 0.05) were performed for differential expression analysis. For computational validation of the model using RNA-seq data, RNA-seq read-counts were normalized by the library size and a value of 0.5 was added to the normalized counts to generate pseudo counts, which were then transformed with a Log_2_ scale. Log scaled reads are plotted against time and actual raw read counts, and the line was fitted with loess regression.

10.1128/msphere.00074-22.3 FIG S2 Principal component analysis plot of read counts after variance stabilizing transformation. Conditions are denoted by symbol color and donors by symbol type. Download FIG S2, TIF file, 2.5 MB. Copyright © 2022 Adhikari et al. 2022 Adhikari et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Gene Ontology analysis (111, 112) and Reactome (113) enrichment analysis was performed using the clusterProfiler (114, 115) package in R. In these exploratory analyses, we used a threshold of |Log_2_ fold change| ≥ 0.5 (with an adjusted *P* value <0.001) against Homo sapiens background at each time point to identify the top differentially expressed genes and pathways, reasoning that activation of multiple genes in a pathway at this threshold likely represents biological relevance. Gene Ontology terms and Reactome pathways at Benjamini-Hochberg-adjusted *P* values < 0.05 threshold were considered enriched. Ingenuity Pathway Analysis (www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis) was performed to evaluate differentially expressed genes involved in major immune pathways in macrophages with the differentially expressed gene set (4h, 6h, 8h combined). To identify genes involved in iron regulation, we obtained “genes and gene predictions” from AmiGO2 (116) (amigo.geneontology.org/amigo), selecting “iron”.

### Quantitative reverse-transcription PCR and ELISA.

Macrophages were generated and co-incubated with Aspergillus as detailed above. After the incubation period, cells were suspended in RLT buffer (Qiagen, Valencia, CA), homogenized, passed through Qiashredder (Qiagen), and total RNA extracted using the RNAeasy minikit (Qiagen) following the manufacturer’s instructions. Then, 1-0.2 μg of RNA was used to synthesize cDNA using the iScript cDNA synthesis kit (Bio-Rad, Hercules, CA). The cDNA template was mixed with iTAQ SYBR green universal super mix (Bio-Rad), and quantitative PCR was carried out on a CFX Connect system (Bio-Rad). Pre-designed human gene primers were purchased from Bio-Rad (Table S1). Human PPIA was amplified in parallel and used as the reference gene in quantification. Data are expressed as relative gene expression and were calculated using the 2^−ΔΔCT^ method. ELISA were performed on culture supernatants per manufacturer’s instructions (R&D Systems, Minneapolis, MN).

10.1128/msphere.00074-22.1 TABLE S1 PCR primer sequences used in the study. See https://bioradtech.com/data/lookup.php. Download Table S1, DOCX file, 0.01 MB. Copyright © 2022 Adhikari et al. 2022 Adhikari et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Mathematical model formulation and simulation.

From the AmiGO2 database, known iron-related genes were extracted. For the mathematical model, we used a more stringent threshold of |Log_2_ fold change| ≥ 1 (with adjusted *P* value <0.001) to identify the top differentially expressed iron genes from our transcriptional analysis for further consideration. A select few molecules that were not detected as differentially regulated in our transcriptional analysis but are reported as important in macrophage iron regulation in the literature were also considered. We reviewed literature on these molecules and built a static network depicting the relationship (regulatory edges of the network) between the molecules (nodes of the network) in Fig. 4B The static network is the basis for a time- and state-discrete dynamic model, with each node taking on three possible states: 0 (low), 1 (medium), 2 (high). We constructed transition functions encoding regulation of nodes and their evolution in discrete time steps (Table 2). A possible model artifact is a variable change of more than one level per time step, e.g., from low to high without passing through medium. To avoid this, we applied a standard correction that forces this “continuity” property (117), which is known to not affect model features relevant to this study.

### Statistical analyses.

Statistical analyses of RNA-seq data are described above. Other data were analyzed using the Prism software package (version 9.2.0, GraphPad Software, San Diego, California). The area-proportional Euler diagram was generated with EulerAPE (version 3.0.0; open source, http://www.eulerdiagrams.org/eulerAPE/). Comparisons of two groups over time or range of inocula was achieved using two-way ANOVA with Sidak multiple comparison test, and comparison of samples from the same donor under different conditions were performed using Wilcoxon test for paired samples. A *P* value of <0.05 was considered statistically significant. In multiple comparison tests, multiplicity adjusted *P* values are reported.

### Data and code availability.

The data sets and scripts used in this study are made publicly available. The simulation code, in Python 3, and the RNA-seq data in the form of a read-count matrix are available at: https://github.com/NutritionalLungImmunity/NLI_macrophage_iron_regulation. RNA-seq data is deposited to NCBI’s Gene Expression Omnibus and is accessible through GEO Series accession number GSE202286.

# Supplementary material for: Computational Modeling of Macrophage Iron Sequestration during Host Defense against Aspergillus
**Source:** mSphere. 2022 Jul 12;7(4):e00074-22. doi: 10.1128/msphere.00074-22
**Supplement:** TABLE S1

| **Gene** | **Unique Assay ID (BioRad Prime PCR)** |
| --- | --- |
| BDH2 | qHSACED0046162 |
| FtH1 | qHsaCED0038139 |
| FTL | qHsaCED0057482 |
| IL-6 | qHsaCED0044677 |
| PPIA | qHsaCED0038620 |
| Slc11a2 | qHsaCID0012864 |
| Slc39a8 | qHsaCID0008870 |
| Slc39a14 | qHsaCED0002314 |
| Slc40a1 | qHsaCED0005662 |
| Tfr1 | qHsaCID0022106 |
| TNF | qHsaCED0037461 |

How the deposited data were processed for this re-analysis (not part of the article)

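The deposited data are counts of RNA sequencing reads per gene from macrophages of 6 donors, cultured alone or with conidia of Aspergillus fumigatus. There is 1 library per donor for uninfected cells at 0 h and for uninfected and infected cells at 2, 4, 6 and 8 h, 54 libraries in all. The authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them with STAR to the human genome in its Ensembl GRCh38 version and took STAR's counts for reverse strandedness. The files hold these counts as whole numbers for 60715 genes, with STAR's 4 summary lines, for unstranded, forward and reverse counting. They are not normalized or filtered. Gene symbols and coordinates were taken from GENCODE release 29, which goes with Ensembl release 94, an earlier release than the paper's. Genes without a symbol there are given by their identifier.

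Between 27589067 and 67113879 reads per library were counted on genes (median 41467602), 80.4% to 86.8% of all reads. Between 1.16% and 3.13% of the reads were unmapped, 3.42% to 8.47% aligned to several places, 2.63% to 7.18% lay outside genes and 3.99% to 4.83% were ambiguous, and the sense strand took 6.56% to 8.24% of the reads counted on either strand. A gene at 1 CPM has 27.6 counts in the library with the fewest counts and 67.1 in that with the most, which gives a counting error of 19.0% and 12.2%. Where a count was 0, the upper limit given is 3 counts of the library's total, for counting error only.

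The libraries of 1 donor were treated as paired. Deviations of expression from the condition means were correlated between libraries over the autosomal genes that passed the count filter. Within donors the median correlation was 0.391 over 216 pairs of libraries. Between donors it was -0.055, a value that the centring on condition means itself makes negative. Of 24 infected and uninfected pairs, 23 had a correlation over 0.1. Libraries of different donors within a condition were also checked for duplicates, and none was found over 135 pairs. The paper leaves out 1 donor and does not number that donor. The donor numbers are the leading digit of the sample names, and donor 3 was taken as the donor left out, by comparing the counts of called genes under each of the 6 possible omissions with Fig. 1A. Results are those of donors 1, 2, 4, 5 and 6, 45 libraries, and all 6 donors are an alternative.

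Genes with at least 10 counts in at least 5 of the 45 libraries were kept, 17465 in number. Infected and uninfected cells were compared at 2, 4, 6 and 8 h, uninfected cells at 2 h with those at 0 h, and the infection effect at 8 h with that at 4 h, with edgeR 4.0.16 in R 4.3.3 (TMM normalization, robust quasi-likelihood F test, terms for condition and donor). Adjusted p-values are those of Benjamini and Hochberg over all tested genes of a comparison. Genes were called at an adjusted p under 0.001 and an absolute log2 fold change of at least 0.5, the limits of the paper, and single genes of the model, sets and changes of effect at an adjusted p under 0.05. Named genes are the 3 largest rises and falls among called genes that moved the same way in all 5 donors at 4, 6 and 8 h, 13 genes of the paper's model (with FTL and SLC39A8), CLEC7A, NOS2, HAMP and PPIA, the genes of Fig. 3, members of the sets, mostly as a tally with the member of largest change, and the 5 genes with the largest weights on either side of PC1 over all 54 libraries. This rule was fixed with the tests. Genes of the marker lists are named beside it, and the genes whose effect changes from 4 to 8 h were named after their values were seen. Standard errors of fold changes are the fold change over the square root of the F statistic.

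Sets of genes defined by symbol (V-ATPase subunits, chemokine ligands, and 12 NF-κB and IκB genes) were tested with camera in limma 3.58.1 on voom values, with a preset correlation between genes of 0.01, and by fry and camera with an estimated correlation as alternatives, adjusted over 5 tests. The members of the annotated terms of the paper's enrichment analysis are not among the deposited files and were not obtained from elsewhere, so that analysis was not repeated. Principal components used the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0. Paired differences of single values were tested by exact sign-flip permutation over donors, whose smallest p is 0.0625 with 5 donors and 0.0313 with 6. Log2 CPM of single libraries used a prior count of 0.5. The figure was drawn with matplotlib 3.10.9 in Python 3.11.15.

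Alternatives were DESeq2's Wald test with and without the donor term, edgeR without the donor term, limma voom, all 6 donors and no count filter. Further ones were filterByExpr, the size factors of DESeq2 (RLE), STAR's unstranded counts and the compared libraries alone. An adjusted p under 0.05, a log2 fold change of at least 1 and leaving out each donor were also used. Principal components were also computed from 1000 genes or from log2 CPM with a prior count of 2. Leaving out each single library was added later. The effect of the grouping was examined by 40 of the 126 splits of the 10 libraries of a comparison into groups of 5, the real one included, of which the number was reduced after the result at 2 h was known, and by the 16 splits that part every donor's pair. The change of effect from 4 to 8 h was examined by 16 exchanges of the time points within donors. Technical explanations were examined by thinning counts to the smallest library, by a lowess correction (span 0.3) for GC content and gene length, and by leaving out the most counted genes or comparing their share of the counts. Marker lists for T cells, B cells, platelets, erythroid cells, neutrophils and an interferon response were fixed in advance, 6 in number, and 1 for CD1-positive dendritic cells was chosen after the counts were seen.

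The tests of single genes by edgeR, DESeq2 and limma voom were tried on simulated counts at the depth of these libraries. The spread was preset and the same for every gene, not estimated from these data. Changed genes were drawn from the more highly counted ones, so the rates need not hold for genes with low counts or a larger spread. In these, 200 of the 17465 genes were changed at 8 h. At the limits above edgeR recovered 54.5% of them with 0 false calls, DESeq2 55.0% with 1 and limma voom 54.0% with 0. The paper's quantitative PCR and protein measurements are not among the deposited files and were left out, as were the simulations of its model.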

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

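Chosen only after the result was seen were, among the tests in this part, those of donor 3 for infection, a batch shared by all donors, the libraries of another donor and a minor share of other cells, the T cell test and the library size test of the interferon list, all tests for a few genes taking most of the counts, all tests of the CD1 list and the list itself, the test for low counts and the alternatives that leave out a single library.

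Within each condition the 6 donors were compared on library measures, on PC1 of all 54 libraries and on the summed expression of marker lists. Within each time point the 5 analysed donors were compared on the log2 fold changes of the 13 model genes. A value is reported here where its gap to the nearest other value exceeds Dixon's 95% critical share of the whole range. This held in 32 of 151 groups of values, and 15 of the 32 values were those of donor 3. The 9 groups of the CD1 list count towards these with 5 values, but it was picked because libraries stood apart in it, so a chance rate applies only without it. Without the CD1 list chance gives 7.10 of 142 groups if the values are normally distributed. That cannot be assumed here, since genes of several marker lists have medians under 1 CPM, so the true chance rate may be higher. The rule held in 27 of these 142 groups, and 14 of the 27 values were those of donor 3. By kind of value it held in 0 of 9 groups for counts on genes, 2 of 9 for the share of unmapped reads, 4 of 9 for PC1, 2 of 9 for the share of FTH1, 21 of 63 for marker lists (16 of 54 without the CD1 list) and 3 of 52 for fold changes. The share of sense reads, the share of reads on genes, the share of the 10 most counted genes and the number of genes detected were looked at and left out of this count. In that look the sense share stood apart in uninfected cells at 0 h and 2 h and in infected cells at 4 h, and the number of genes in uninfected cells at 8 h.

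Donor 3 lay far from the others on PC1 in its libraries of 0, 4 and 8 h and not in those of 2 and 6 h. Its scores were 72.1 in uninfected cells at 0 h, 75.2 and 75.3 in uninfected and infected cells at 4 h and 73.8 in uninfected cells at 8 h, and the other donors reached at most 21.4. The 5 genes with the highest PC1 weights were PPBP, CCL22, RAP1GAP, CLU and LINC02345, and the 5 with the lowest THBS1, IGF1, SERPINB2, SELENOP and OLFML3. Other values of this donor stood apart too, most of them in the same libraries. The platelet list summed to 448, 363, 398, 568 and 605 CPM in uninfected cells at 0 h, uninfected and infected cells at 4 h and uninfected and infected cells at 8 h, and to 3.80 CPM in infected cells at 2 h. It rested on PPBP, at a median of 447 CPM in the 5 libraries. PF4 stood at 0.40 CPM at 0 h. The neutrophil list stood below every other donor in infected cells at 4 h (73.8 CPM) and in uninfected cells at 8 h (74.0 CPM), mostly by CSF3R. The erythroid list summed to 0.163 CPM in uninfected cells at 8 h. FTH1 took 1.24% of the counts at 0 h, where the next donor had 0.783%.

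The tables argue against each of 7 explanations of this shift as its whole cause. Infection is excluded since the uninfected libraries of these time points are among those apart, the lowest at 72.1. After thinning all libraries to the smallest total the lowest of the 5 scores was 68.8 and the highest of the other donors 20.1. After a correction for GC content and gene length they were 83.5 and 28.2. Leaving out the most counted genes moved PC1 too little to test anything, but the share of the 10 most counted genes, 10.4% to 15.5% over all libraries, allows all other genes a log2 shift of at most 0.085. This is far from the 10-fold by which some genes were lowered, as given below, and argues against a few genes taking most of the counts. For a batch of these time points shared by all donors, the largest step on PC1 from the 2 and 6 h libraries to the others was 10.8 in the other donors, against 62.6 in donor 3. On 200 genes, 5 of the 5 libraries were nearest to the 2 and 6 h libraries of donor 3 itself. The distances were 16.5 to 18.8 against 30.2 to 32.4 for the nearest other donor, which argues against libraries of another of the donors. A minor share of other cells cannot lower a gene far, and at least 47 genes in each of the 5 libraries lay below 0.1 times the value of every other donor. What stays open, untested, is a separate culture, differentiation or library preparation of this donor's cells for these time points, or a different state of the cells. Of biological explanations, only infection and a minor share of other cells were tested.

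In the infected 6 h library of donor 2 the interferon response list summed to 17826 CPM, where the next donor had 1624 CPM. RSAD2 stood at 6595 CPM, IFIT3 at 2763 CPM and MX1 at 2158 CPM. All 10 genes of the list are also expressed in these cells at a median of at least 1 CPM over all libraries. The T cell list summed to 2245 CPM in the same library, where the next donor had 211 CPM. The log2 fold change of SLC39A14 at 6 h was 4.57 in this donor, where the next of the 5 had 1.16 and donor 3 had 1.03. T cells are not its source by this list. IL7R, the 1 gene of 7 that these cells also express at a median of at least 1 CPM, made up 2239 CPM of it. The others summed to 5.76 CPM, within the 0.663 to 9.98 CPM of the other infected 6 h libraries. Library size is excluded, since the library had 38176688 counts on genes, within the 35182113 to 45253362 of the other infected 6 h libraries. An exchange of the infected and uninfected libraries of the donor would reverse the fold changes, yet 93.9% of the 1363 genes called at 8 h had the same sign in donor 2 at 6 h, against 93.3% to 97.2% in the others. A stronger or earlier response of this donor to the conidia, or a second stimulus in this culture, stays open and was not tested. Without this library the calls at 6 h of IL6 (log2 fold change 0.40), TNF (1.28), SLC39A14 (0.71), SLC11A2 (0.32) and TNFAIP3 (0.48) were lost at an adjusted p of 0.05. Smaller excesses of the interferon list were seen in uninfected cells of donor 2 at 4 h (467.6 CPM, next donor 349.7 CPM) and of donor 4 at 6 h (1644 CPM, next donor 712 CPM), for which no explanation was tested.

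A list of 7 genes, CD1A, CD1B, CD1C, CD1E, FCER1A, CLEC10A and CCL17, was picked from these libraries after their values were seen. It summed to 2721 CPM in uninfected cells of donor 4 at 2 h, 876 CPM in those of donor 5 at 4 h, 221 CPM in those of donor 1 at 6 h and 108 CPM in those of donor 3 at 8 h. In infected cells of donor 1 at 8 h it summed to 1573 CPM. The next donors had 49.6, 128, 20.5, 23.5 and 88.3 CPM in the same order. Infection is not what these libraries share, since 4 of the 5 are uninfected. RNA carried over from the 0, 4 and 8 h libraries of donor 3 into the infected 8 h library of donor 1 is excluded by PPBP: it stood at 3.72 CPM there, and the 6115 CPM of CCL22 would have brought 459 CPM of it. A candidate source is CD1-positive dendritic cells, of whose list a median of 7 of 7 genes were at least 10-fold above the median of the other donors, but 3 of the genes are also expressed in these cells at a median of at least 1 CPM. Dendritic cells and macrophages that turned these genes on cannot be told apart, because the list was picked from the pattern itself. In donor 1 at 8 h the log2 fold change of FTH1 was -0.90, where the next of the 5 had 0.19, but donor 3, outside that comparison, had -0.23. Without the infected 8 h library of this donor FTH1 was called at 8 h (0.36, adjusted p = 0.0368, over all its alternatives 0.0368 to 0.766). Not called without it were CCL17 (11.8, adjusted p = 0.106, over all its alternatives 2.86e-18 to 0.233) and TFRC (1.04, adjusted p = 0.0514, over all its alternatives 0.00202 to 0.0559).

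Of the remaining single values, the share of unmapped reads was 1.94% in uninfected cells of donor 5 at 2 h (next donor 1.45%) and 1.76% in those at 6 h (next donor 1.41%). FTH1 took 2.00% of the counts in uninfected cells of donor 2 at 8 h (next donor 1.48%). The B cell list summed to 6.46 and 10.8 CPM in infected cells of donor 6 at 2 and 4 h, of which CD79A made up 3.73 and 6.09 CPM. The erythroid list summed to 1.04 CPM in uninfected cells of donor 4 at 2 h, nearly all of it HBB. HMOX1 had a log2 fold change of 0.84 in donor 6 at 2 h, where the next of the 5 had -0.018, but donor 3, outside that comparison, had 0.72. None of the genes of the B cell, platelet and erythroid lists and 2 of the 5 genes of the neutrophil list, CSF3R and MME, reach a median of 1 CPM over all libraries. Low counts do not account for the outlying fold changes of SLC39A14, FTH1 and HMOX1, since the lowest of the counts behind them was 335. For normally distributed values chance gives 7.10 such values over the 142 groups without the CD1 list, and it may give more here. Any single one of these may therefore be chance, and no other explanation was tested.

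The infection effect was compared directly between 4 and 8 h, a comparison the paper does not report. At an adjusted p of 0.05 edgeR called 8 genes, named here after their values were seen. The change from 4 to 8 h was 1.42 for GLRX (adjusted p = 0.00107), 2.15 for PCSK5 (0.00107), -1.71 for VSIR (0.00107), -2.57 for MAML3 (0.00151) and 0.76 for PACC1 (0.00544). It was 2.41 for TRIM2 (0.0313), -1.95 for KLHL13 (0.0313) and -1.10 for ELMO1 (0.0319). In all, 1966 genes had an unadjusted p under 0.05. After a correction for GC content and gene length 8 of these 8 genes were still called, of 17 in all. After thinning to the smallest library 8 were, of 15 in all. This argues against GC content, gene length and library size. Leaving out the most counted genes moved the fold changes too little to test anything. The share of the 10 most counted genes, 10.4% to 15.1% of a library, allows all other genes a change of at most 0.16 in this comparison, less than that of any of the 8, which argues against a few genes taking most of the counts. Chance cannot be told apart, because exchanging the 2 time points within donors gives 16 splits and the real one, 1 of 16, is a share of 0.063 at best. Over all 6 donors edgeR called 0 genes, with 1210 at an unadjusted p under 0.05. Without donor 4 it called 15, without donor 5 it called 1 and without donor 6 it called 1. DESeq2 called 139. A change of the response with time is the explanation the design offers, and it remains a hypothesis.

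Uninfected cells at 2 h differed from those at 0 h, a comparison the paper does not report. By the limits used for infection edgeR called 1030 genes, 655 up and 375 down. DESeq2 called 1638, and over all 6 donors edgeR called 881. In 1 of 40 splits, the real one, was the count as large, but these splits do not keep the donor pairs. Among the 16 splits that part all donor pairs the real one again stood alone, and the others called at most 4. As 1 of 16 is the smallest share the latter allow, chance cannot be excluded by them. After a correction for GC content and gene length 998 of the 1030 genes were still called. After thinning to the smallest library 931 of the 1020 that could be tested were called. This argues against library size, GC content and gene length. Leaving out the most counted genes again moved too little. The share of the 10 most counted genes, 11.1% to 15.5% of a library, allows all other genes a change of at most 0.072, less than that of any of the 1030, which argues against a few genes taking most of the counts. Without donor 4 the count was 667, without donor 5 it was 366 and without donor 6 it was 512. Time in culture is the difference the design names. It may be the cause, as a hypothesis. What was done to the cells between 0 and 2 h, such as a change of medium, and any batch of the 0 h libraries go with it and were not tested. Uninfected cells at 4, 6 and 8 h were also compared with those at 0 h once, which had not been planned, and those results are left out.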

How the results depend on the processing

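The alternatives that leave out a single library of 1 donor and the count of splits at 2 h were chosen only after the result was seen.

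The main tests, their limits, the rule for naming genes and the other alternatives were set before the data were examined. The CD1 list and the 8 genes named for a change of effect from 4 to 8 h are outside that rule. Each result was computed again with DESeq2's Wald test with and without the donor term, edgeR without the donor term, all 6 donors and no count filter. It was also computed with edgeR's filterByExpr, DESeq2's size factors, unstranded counts, a fit to the libraries of the compared groups alone and limma voom. Further alternatives were an adjusted p under 0.05 and a log2 fold change of at least 1, and leaving out each donor, as far as they apply. Of the results that answer a comparison, 101 of their values under these alternatives stayed on the same side of their threshold or within 1.5 times the count. Of the others, 45 counts moved further, 2 tests were weaker and 1 was stronger. When a donor or a library was left out, 99 stayed, 45 moved further and 1 was reversed. For single genes 803 stayed, 38 were weaker, 8 stronger and 9 reversed, and with a donor or library left out 1199, 51, 12 and 43. In all, 50 of 87 single-gene results changed somewhere and 37 did not.

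At 2 h DESeq2 called 1 gene and edgeR 0, with 1144 genes at an unadjusted p under 0.05. At 4 h, where edgeR called 22, the count was 184 by DESeq2, 43 by DESeq2 without the donor term and 5 without the count filter. It was 0 without the donor term in edgeR (2958 at an unadjusted p under 0.05), 0 over all 6 donors (2907), and 0 from the compared libraries alone (3489). It was 769 at an adjusted p of 0.05 and 14 at a log2 fold change of 1. At 6 h, where it was 200, the count was 830 by DESeq2, 382 by DESeq2 without the donor term and 15 without it in edgeR. From the compared libraries alone it was 0 (4335 at an unadjusted p under 0.05), at the weaker p 2364 and at the larger fold change 106. At 8 h, where it was 1363, it was 2129 by DESeq2, 617 without the donor term and 422 over all 6 donors. It was 46 from the compared libraries alone, 4229 at the weaker p and 760 at the larger fold change. For uninfected cells at 2 h against 0 h, at 1030, it was 1638, 97, 3129 and 660 by DESeq2, from the compared libraries alone, at the weaker p and at the larger fold change. The 11 genes shared by 4, 6 and 8 h became 104 by DESeq2 and 21 by DESeq2 without the donor term. They became 0 without the donor term in edgeR, over all 6 donors or from the compared libraries alone, 4 without the count filter, 484 at the weaker p and 7 at the larger fold change. The 8 genes whose effect changed from 4 to 8 h became 139 by DESeq2, 27 by DESeq2 without the donor term and 4 without it in edgeR. They became 0 over all 6 donors (1210), 15 with DESeq2's size factors, 13 from the compared libraries alone and 15 under limma voom. Of the model gene comparisons 20 were called, and 13 from the compared libraries alone. The fit to the compared libraries alone has fewer samples to estimate the spread from, and a limit on p or fold change moves a count by its construction. For the other changes the cause was not tested.

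Leaving out 1 donor or library gave 0 to 18 genes at 4 h, 12 to 270 at 6 h and 431 to 1481 at 8 h. Leaving out 1 donor, without runs for single libraries, gave 366 to 1033 for uninfected cells at 2 h against 0 h, 0 to 4 shared genes and 1 to 15 genes whose effect changed. At 4 h, leaving out the uninfected library gave 4, 0, 0, 9 and 7 genes for donors 1, 2, 4, 5 and 6, leaving out the infected one 6, 0, 5, 18 and 4, and leaving out the donor 0, 0, 0, 6 and 0. Where it was 0 here, 2798 to 3652 genes had an unadjusted p under 0.05. At 6 h, the count was 37 without the uninfected library of donor 1, 52 and 84 without the uninfected and infected ones of donor 2, 110 without the uninfected one of donor 5 and 47 and 72 without those of donor 6. It was 24, 42, 62, 73 and 12 without donors 1, 2, 4, 5 and 6. At 8 h it was 843 and 815 without the uninfected and infected libraries of donor 2, 863 without the uninfected one of donor 5, and 783, 803, 431 and 450 without donors 1, 2, 5 and 6. Against 0 h it was 667, 366 and 512 without donors 4, 5 and 6. Fewer samples are part of each of these alternatives.

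Reversals of sign concerned genes that were not called. CLEC7A at 8 h was -0.086 from the compared libraries alone and -0.049 under limma voom. FTH1 was -0.21 at 4 h and -0.093 at 6 h with unstranded counts. FTL at 6 h (-0.0037) was 0.029 by DESeq2, 0.021 by DESeq2 without the donor term, 0.016 without the count filter, 0.029 with DESeq2's size factors and 0.0051 from the compared libraries alone. With 1 donor or library left out, the log2 fold changes ranged from -0.021 to 0.12 for ACO1 at 2 h and from -0.77 to 0.064 and -0.48 to 0.45 for CLEC7A at 4 and 8 h. The ranges were -0.090 to 0.0094, -0.041 to 0.072 and -0.017 to 0.096 (FTL, 4, 6 and 8 h), -0.19 to 0.18, -0.028 to 0.61 and -0.097 to 0.54 (HMOX1, 2, 4 and 8 h) and -0.86 to 0.067 (IL6, 2 h). They were -0.15 to 0.0057, -0.040 to 0.11 and -0.098 to 0.21 (PPIA, 2, 4 and 6 h), -0.078 to 0.25 (SLC39A14, 2 h) and -0.55 to 0.22 (TNF, 2 h). TFRC minus TNF at 4 h ranged from -0.22 to 0.28, and clustering by the genes of Fig. 3 set 1 to 3 groups apart. The cause was not tested.

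Of the set tests, those of the V-ATPase and chemokine genes kept their call under all alternatives run, and the NF-κB genes lost it with the correlation estimated from the data (p = 0.142 at 6 h and 0.0611 at 8 h). PC1 at 6 h reached p = 0.0313 by the exact sign-flip permutation test over all 6 donors, which 5 donors cannot reach. The share of FTH1 at 0 h, 0.705%, was 0.137% with unstranded counts and 0.794% over all 6 donors. The first division by the genes of Fig. 3 held 3 groups, and 2 on log2 CPM or over all 6 donors. The cause was not tested.

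The libraries of a time point were split into other groups of 5, which does not keep the donor pairs. Called genes and called model genes at 4, 6 and 8 h were as many in 1 of 40 splits, the real one. This argues against chance only as far as libraries of different donors can be exchanged. At 2 h the splits decide nothing: the real one called 0 genes and 0 model genes, a count that every split reaches, 40 of 40 and 40. For the set tests chance cannot be excluded, with 3 splits as extreme for V-ATPase genes at 4 h, 7 and 4 for chemokine genes at 6 and 8 h and 20 and 5 for NF-κB genes. Among the 16 splits that part every donor's pair, the real one alone gave its count at 4, 6 and 8 h, where the others called at most 0, 0 and 3 genes. As 1 of 16 is the smallest share these splits allow, chance cannot be excluded by them. For the sets 1, 4, 2, 8 and 3 of 16 were as extreme in the same order.

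Depth sets the counting error of a gene at 1 CPM, which is 19.0% at 27.6 counts in the smallest library and 12.2% at 67.1 in the largest. In simulated counts at the depth of these libraries, 200 of 17465 genes were changed and every gene had the same preset spread. There edgeR recovered 98.9% of those changed 4-fold and 15.9% of those changed 2-fold, with 0 false calls. DESeq2 recovered 96.8% and 18.7% with 1 false call, and limma voom 97.8% and 15.9% with 0. These rates need not hold for genes with low counts or a larger spread.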

Differences from the paper's values

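The alternatives that leave out a single library were chosen only after the result was seen.

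Fig. 1A gives numbers of differentially expressed genes by DESeq2, and the counts here are those of edgeR at the same limits, with donor 3 left out as the inferred omission of the paper. At 4 h the paper has about 120 genes up and about 59 down (Fig. 1A, read by eye), and here 19 were up and 3 down. At 6 h the paper has about 620 up and about 210 down (Fig. 1A, read by eye), and here 156 were up and 44 down. At 8 h the paper has about 1000 up (Fig. 1A, read by eye), and here 621 were up. For genes shared by 4, 6 and 8 h the paper has about 100 (Fig. 1A, read by eye), and here there were 11. Of the alternatives set before the data were examined, DESeq2's Wald test with the donor term, the tool the paper's methods name, falls within the paper's value for each of these: 124 up and 60 down at 4 h, 620 up and 210 down at 6 h, 1004 up at 8 h and 104 shared. These counts also served to infer which donor was left out, so their closeness is not independent of that choice. At 8 h, DESeq2 without the donor term (701 up) and limma voom (669 up) also come within 1.5 times the paper's value. The other alternatives do not: edgeR without the donor term, all 6 donors, no count filter, filterByExpr, DESeq2's size factors and unstranded counts. Nor do the compared libraries alone, an adjusted p of 0.05, a log2 fold change of 1 or each donor left out.

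The paper describes IL-6 as differentially expressed from 4 to 8 h. IL6 was called at 6 and 8 h, and at 4 h it had a log2 fold change of 1.76 (adjusted p = 0.263), higher in 5 of 5 donors and not called under any alternative (adjusted p from 0.144 to 0.704). Without donor 6 its log2 fold change was 0.91. NFE2L2, which the paper names with it, was called at all 3 time points.

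The paper describes DMT1 and Zip14 as upregulated from 4 to 8 h. SLC11A2 was called up at all 3 time points. SLC39A14 was called at 6 h only, with a log2 fold change of 0.64 at 4 h (adjusted p = 0.49, under its alternatives 0.201 to 0.753) and of 0.95 at 8 h (adjusted p = 0.163). Fig. 6A also marks Zip14 as raised at 8 h. At 8 h it was called from the compared libraries alone (0.96, adjusted p = 0.00281) and without donor 2 (0.92, adjusted p = 0.0425), and its adjusted p under all alternatives ranged from 0.00281 to 0.321. At 4 h no alternative called it.

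The paper places the rise of TfR1 before that of TNF in both its RNA-seq and its quantitative PCR data. Fig. 6C marks TfR1 as significant at 4 h. The quantitative PCR data are not among the deposited files, so the comparison here covers RNA-seq alone. TFRC at 4 h had a log2 fold change of 1.11 (adjusted p = 0.0878), higher in 5 of 5 donors, and adjusted over all genes both genes were called first at 6 h. Adjusted over the 13 model genes alone TFRC was called at 4 h (0.0380) and TNF was not (0.276), but the paper chose nodes of the model with these samples in hand. TFRC was called at 4 h by DESeq2 (adjusted p = 0.0393) and from the compared libraries alone (0.0324), with a range of adjusted p over all genes, under all alternatives, of 0.0324 to 0.278. At 2 h the log2 fold change was 1.03 for TFRC (adjusted p = 0.702, higher in 4 of 5 donors) and -0.23 for TNF (adjusted p = 0.965), the order the paper gives. TFRC was called there only when adjusted over all 52 comparisons of the model genes (0.0372), and not over the 13 at 2 h (0.205). By single donors the value of TFRC minus that of TNF was 1.07 at 2 h (exact sign-flip permutation test, p = 0.25) and 0.10 at 4 h (same exact test, p = 0.938). These differences compare the sizes of the changes at a time point, and not when each rise began.

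The paper describes the samples of the excluded donor as a separate cluster in a PCA of all samples. On PC1 here 5 of the 9 libraries of donor 3 lay apart from all others, those of 0, 4 and 8 h, and its 2 and 6 h libraries, from 8.15 to 16.2, lay within the range of the other donors, which ended at 21.4.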

Other observations

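What reads of the fungus would do to the share of unmapped reads was written only after the result was seen, and the alternatives that leave out a single library were chosen then too.

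Reads of the fungus, if abundant, may raise the share of reads that align nowhere in the human genome in infected cells. At 8 h that share was 1.58% ± 0.166 in infected and 1.74% ± 0.295 in uninfected cells (SD, n = 5), higher in infected cells in 2 of 5 donors (exact two-sided sign-flip permutation test, p = 0.50). The difference, infected minus uninfected, was 0.54 percentage points at 2 h (higher in 4 of 5 donors, same exact test, p = 0.125), 0.25 at 4 h (3 of 5, p = 0.25) and 0.32 at 6 h (3 of 5, p = 0.25). Adjusted over the 4 time points these p-values were 0.333, 0.333, 0.333 and 0.50. With all 6 donors the difference was 0.76 at 2 h (higher in 5 of 6 donors, same exact test, p = 0.063, adjusted 0.25). Whether reads of the fungus are present cannot be told apart from their absence by this measure. The unmapped reads are not in the deposited counts and the share also holds reads of low quality, so that a small number of fungal reads is hidden by the differences between donors.

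HAMP, which encodes hepcidin, was tested with the model genes because the paper discusses hepcidin. Its log2 fold change was 1.14 at 2 h (adjusted p = 0.530), 0.77 at 4 h (adjusted p = 0.0805), 1.16 at 6 h (standard error 0.28, adjusted p = 0.00439) and 0.44 at 8 h (adjusted p = 0.216). At 6 h it was not called without the donor term (adjusted p = 0.0649), from the compared libraries alone (0.0548) or without donor 2 (0.95, adjusted p = 0.0594), with adjusted p under all alternatives from 0.000453 to 0.0649. At 4 h DESeq2 called it (adjusted p = 0.0382, under all alternatives 0.0382 to 0.331). At 2 h it was called without the uninfected library of donor 5 (1.41, adjusted p = 0.0344, under all alternatives 0.0344 to 1). At 8 h it was called without the uninfected library of donor 1 (0.76, adjusted p = 0.0315) and without donor 1 (0.86, adjusted p = 0.0276), under all alternatives 0.0276 to 0.737.

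PPIA, the reference gene of the paper's quantitative PCR, had log2 fold changes of -0.06, 0.02, 0.04 and 0.13 at 2, 4, 6 and 8 h (adjusted p = 0.962, 0.948, 0.870 and 0.511) and was called under none of the alternatives. Its sign was reversed at 2 h without the uninfected library of donor 6 (0.0057), at 4 h without donor 1 (-0.040), its infected library (-0.030), the uninfected library of donor 2 (-0.026) or the infected library of donor 5 (-0.0045). At 6 h it was reversed without donor 2 (-0.055), its infected library (-0.098) or the uninfected library of donor 4 (-0.034).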
